# Developmental changes in the accessible chromatin, transcriptome and Ascl1-binding correlate with the loss in Müller Glial regenerative potential

**DOI:** 10.1038/s41598-020-70334-1

**Published:** 2020-08-12

**Authors:** Leah S. VandenBosch, Stefanie G. Wohl, Matthew S. Wilken, Marcus Hooper, Connor Finkbeiner, Kristen Cox, Laura Chipman, Thomas A. Reh

**Keywords:** Epigenetic memory, Neurogenesis, Reprogramming, Transdifferentiation

## Abstract

Diseases and damage to the retina lead to losses in retinal neurons and eventual visual impairment. Although the mammalian retina has no inherent regenerative capabilities, fish have robust regeneration from Müller glia (MG). Recently, we have shown that driving expression of *Ascl1* in adult mouse MG stimulates neural regeneration. The regeneration observed in the mouse is limited in the variety of neurons that can be derived from MG; *Ascl1*-expressing MG primarily generate bipolar cells. To better understand the limits of MG-based regeneration in mouse retinas, we used ATAC- and RNA-seq to compare newborn progenitors, immature MG (P8-P12), and mature MG. Our analysis demonstrated developmental differences in gene expression and accessible chromatin between progenitors and MG, primarily in neurogenic genes. Overexpression of *Ascl1* is more effective in reprogramming immature MG, than mature MG, consistent with a more progenitor-like epigenetic landscape in the former. We also used ASCL1 ChIPseq to compare the differences in ASCL1 binding in progenitors and reprogrammed MG. We find that bipolar-specific accessible regions are more frequently linked to bHLH motifs and ASCL1 binding. Overall, our analysis indicates a loss of neurogenic gene expression and motif accessibility during glial maturation that may prevent efficient reprogramming.

## Introduction

The death of retinal neurons leads to permanent vision loss. While some species are readily capable of regenerating lost neurons, mammalian retinas are not. In mammals, neuron loss leads to reactive gliosis of the Müller glia (MG), similar to that of astrocytes in the brain^1^. Teleost fish, by contrast, are capable of regenerating retinal neurons, including photoreceptors and ganglion cells, after damage. This regeneration is carried out by the MG, which respond to damage by generating progenitor-like cells, similar to those in the developing retina^2,3^. Regeneration is accompanied by changes in gene expression and morphological changes to the MG, potentially regulated by epigenomic changes. The murine retina also undergoes epigenomic changes after damage, but neurogenic programs are not re-expressed, and neuronal regeneration does not occur^4^.

A critical difference between fish and mammalian MG in their response to damage is in their expression of the proneural transcription factor *Ascl1*. In fish, *Ascl1* is quickly upregulated after damage, and is necessary for regeneration of new neurons^5,6^. In the murine retina, *Ascl1* is expressed in retinal progenitors and necessary for development of rods and bipolar cells^7^; however it is not expressed in mature MG; moreover, after damage or in disease models, mouse MG do not spontaneously upregulate *Ascl1*^1,8^. We recently directed *Ascl1* expression to mouse MG with a inducible transgenic approach to test whether *Ascl1* expression is sufficient to induce regeneration. Expression of *Ascl1* in the MG of young mice (12 days post-natal (P12)) stimulated MG to generate new bipolar neurons after NMDA damage^8^. In adult mice, however, *Ascl1* over-expression in the MG is no longer sufficient to induce neurogenic potential, even in the presence of damage^9^. In mature mice, the addition of the histone deacetylase trichostatin-A (TSA), in combination with *Ascl1* overexpression and NMDA damage is required for neurogenesis; up to 30% of the *Ascl1*-expressing MG produce functional bipolar- and amacrine-like interneurons, confirmed by single cell transcriptomics, electrophysiology, and electron microscopy^9^.

The fact that the neurogenic program can be activated in mature MG by *Ascl1* only in combination with HDAC inhibition suggests that epigenetic mechanisms may limit regeneration from the MG. In addition, even with the addition of HDAC inhibitors, the *Ascl1*-expressing MG generate a subset of the neurons in the retina, suggesting that epigenetic factors may also limit the types of neurons that can be regenerated from mammalian MG^9^. Therefore, we asked whether changes in the transcriptome or epigenetic landscape might account for the difference in neurogenic potential between MG and retinal progenitors.

To address the question of what distinguishes mature MG from late progenitors, we performed a transcriptomic and epigenomic comparison of FACS-isolated postnatal progenitors, young MG (before eye-opening at P12), and adult MG. Analysis by ATAC and RNA sequencing demonstrates a clear trend in the loss of neurogenesis-related motif accessibility and expression. Immature MG are found to have an epigenomic and transcriptomic profile that is intermediate between mature MG and progenitors. To test whether the intermediate profile of young MG correlates with their neurogenic potential, we over-expressed *Ascl1* in developing MG. We identified key restriction points in the neurogenic potential of MG that correlate with changes in the accessible chromatin landscape. To better understand the role of the bHLH factor *Ascl1* in driving retinal regeneration from MG, we performed ASCL1 ChIP-seq on P0 retinas, and on MG following *Ascl1* overexpression. Interestingly, bipolar-specific accessible regions are enriched in bHLH motifs and ASCL1 binding in reprogrammed MG when compared with P2 progenitors. Our results thus indicate a loss of neurogenic genes and their accessible motifs during MG maturation that may have implications for regeneration.

## Results

### Chromatin accessibility in retinal progenitors

To determine the differences in the broader epigenomic landscape of retinal progenitors and developing MG, we used Assay for Transposase-Accessible Chromatin (ATAC) sequencing to probe for differences in their accessibility (Fig. 1A). To isolate retinal progenitor cells at P2, we used a knock-in *Sox2*-*Gfp* mouse line that expresses GFP under control of the *Sox2* promoter^10^. At this age, the retina contains a large population of retinal progenitor cells, which are proliferating and producing late-born retinal neurons; these progenitors terminally differentiate into MG between P4 and P5^7,11,12^. The great majority of SOX2 + cells at P2 are retinal progenitors, though there is a small population of SOX2 + amacrine cells that can be distinguished from the progenitors by their high level of GFP (Figure S1). The retinas of P2 pups were dissociated into single cells and the GFP + cells were sorted by Fluorescence-Activated Cell Sorting (FACS); the small number of strongly fluorescent amacrine cells were sorted separately from the more abundant progenitors (Figure S1). To validate that the vast majority of Sox2-GFP + cells were retinal progenitors, we carried out RNAseq and directly compared their transcriptomes with those of retinal progenitors identified from previously published single cell RNAseq (Clarke et al. 2018, Figure S6). The gene expression profiles were highly correlated (Fig S6A). SOX2-GFP + sorted cells were used for two runs of ATAC-seq. Two biological replicates were carried out and we identified approximately 40,000 high confidence peaks that were used for the subsequent analysis. 

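ATAC-seq, in which a transposase cuts DNA that is not packed in closed chromatin, was run on sorted P2 progenitors in 2 replicates. The paper and the labels give the age as P2, while the headers of the replicates' peak lists name tag directories of P0 samples, and the lists are used here as P2. The authors called accessible regions in each replicate with HOMER findPeaks, at a false discovery rate of 0.001 and a peak size of 150 bp. Replicate 1 gave 100968 regions from 53022989.5 tags, and replicate 2 gave 68090 regions from 40299077.5 tags. Of those tags, 11.8% lay in regions in replicate 1 and 11.2% in replicate 2. The deposited high-confidence list holds 40355 regions, and it equals the replicate 1 regions that overlap a replicate 2 region by at least 1 bp. They are 40.0% (95% interval 39.7 to 40.3) of the replicate 1 regions, by the exact binomial interval used for every share of regions here, and 60.6% of the replicate 2 regions overlap one of replicate 1. Requiring the overlap to cover at least 50% of both regions left 29172. The high-confidence regions had a median width of 485 bp and covered 26.5 Mb. Promoters, taken as within 1 kb of a transcription start site (TSS) of a protein-coding gene, held 35.4% of them, introns 28.2%, intergenic DNA 30.7% and exons 5.66%. Positions are given on mm9 and counted from 1, with genes from GENCODE vM1. The P2 lists give each region's start and end and no peak height, so how many reads stand behind a single P2 region is not known.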

We compared our progenitor ATAC data with DNaseI-seq data from P0, P7 and adult retina, previously generated by our lab^13^. At P0 approximately 30% of the retinal cells are progenitors, while at P7 there are few progenitors remaining at the retinal periphery and none in the adult^11^. Thus, we would anticipate the greatest overlap in accessible peaks between the progenitor ATAC-seq and the P0 retina. Indeed, when comparing P2 progenitor ATAC accessibility to whole P0 retina DNase, the top approximately 40,000 DNase peaks overlapped 73.9%, and when expanding that comparison to the whole DNase set, 92.5% of the P2 ATAC peaks were encompassed by the DNase data. By comparison, only 11.3% of P2 progenitor ATAC peaks overlapped with the top 40,000 Adult retina DNase peaks. We found that progenitor-specific genes, such as *Ascl1*, show similar accessibility in the P0 retina and P2 FACS-purified progenitor cells (highlighted regions, Fig. 1B,C). Comparison of the progenitor ATAC-seq with older P7 and adult whole retina DNaseI-seq showed a reduction in accessibility at regions near progenitor-specific genes, consistent with the loss of progenitor cells as the retina matures.

**Figure 1:**
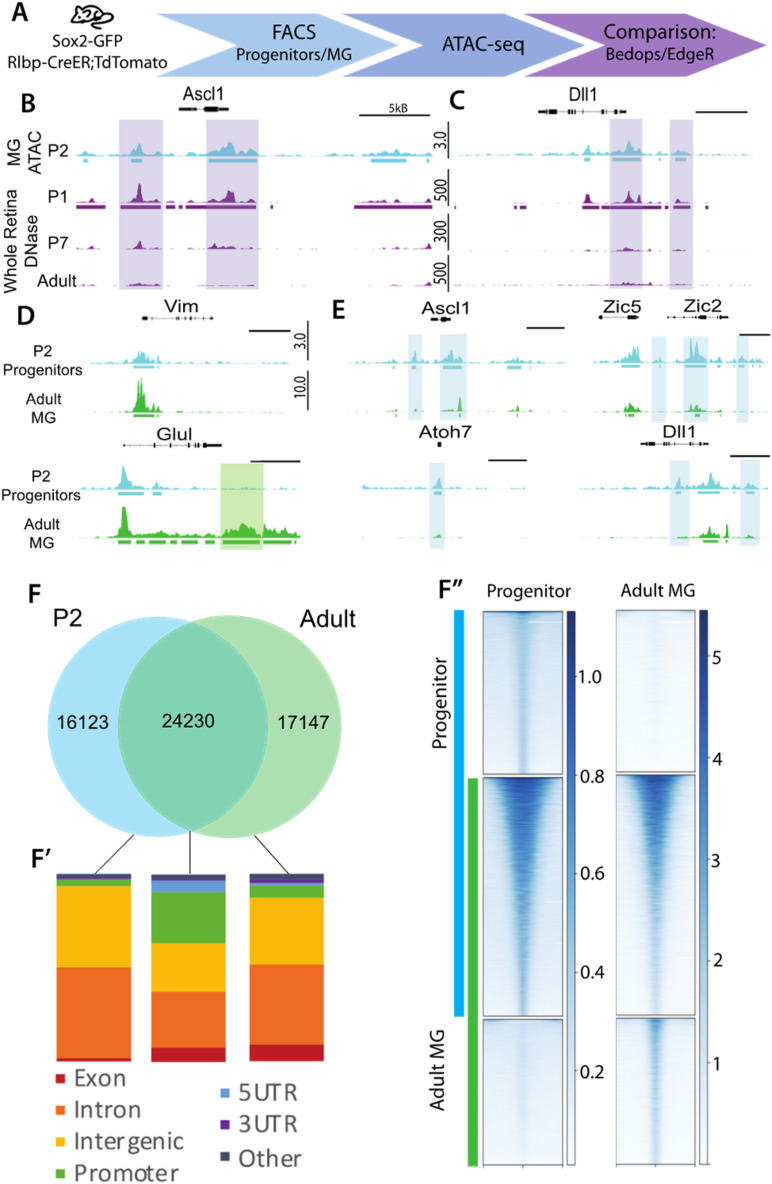
Progenitor and Müller Glial accessibility is generally similar. (**A**) ATAC experimental design. (**B**, **C**). Genomic tracks of P2 progenitor ATAC and whole retina DNase^13^ around Ascl1 and Dll1. Purple bars represent regions of similar accessibility between P1/2 samples. (**D**). Tracks for progenitors and adult MG^9^ ATAC-seq at glial genes and E. progenitor genes. Shaded bars represent regions of interest. Scale bar (**B**–**E**) 5 kb, track heights labeled to the side of tracks (DNase: FKPM, ATAC: reads per million, all heights consistent per sample). F. BEDOPS overlaps of progenitor and adult MG ATAC-seq peak calls. F’. Genomic region annotation of accessibility profiles in F. Annotation values compared via Chi squared test (Shared regions promoter, posthoc p val < 1*10^–250^; intergenic posthoc p val = 1.46*10^–185^[MG], 5.99*10^–37^[Progenitors]; intronic 1.78*10^–196^[MG], 3.84*10^–12^[Progenitors]). F’’. Read density (RPKM) of ATAC-seq in progenitor and adult MG ATAC at accessibility profiles from F.

### Chromatin landscapes in MG and progenitors have a high level of overlap

We compared the progenitor ATAC-seq data to our previously published mature adult MG ATAC-seq to determine if there are specific molecular differences in chromatin accessibility between these two cell types. The accessible chromatin in MG peaks was assessed in both FACS purified MG from adult mouse retina, as well as from MG maintained in dissociated culture. In previous studies, we found that a small amount of rod photoreceptor DNA and RNA is carried along with the adult MG during FACS^9^; however, when we maintain the MG in dissociated culture, very few rods (< 0.1%) survive. Therefore, to reduce the contribution from rod contamination in our downstream analyses, MG-specific regions of accessibility were chosen that overlapped with DNase-seq from cultured P12 MG by BEDOPS to identify peaks that are common to both populations^8^. When we examine the peaks that are present in both the freshly isolated MG ATAC-seq and the peaks from the cultured MG, we find they overlap 93.5% (Figure S2). The approximately 2.7 k peaks that are unique to the adult MG accessible regions are specifically enriched for rod gene-associated accessible domains such as *Crx, Rcvrn,* and *Rho* (Figure S2E), and are likely due to the small amount of rod photoreceptors that contaminate the FACS purified MG.

When we then compared the MG accessible peaks with those of the progenitor cells, we find that there is extensive overlap in overall accessibility. Approximately sixty percent of the progenitor peaks (24,230 peaks) were shared between progenitors and MG, while P2 progenitors had 16 k exclusive peaks, and the adult MG have 17 k unique peaks (Fig. 1F). Analysis of the peaks that are unique to either progenitor cells or MG allowed some general conclusions: (1) Both progenitor cells and MG have similar regions of accessible chromatin near genes that are expressed at high levels in MG; however, the MG show a greater signal at many of these peaks, and also had unique peaks near glial genes that were not present in the progenitor cells (Fig. 1D, highlighted region shows increased signal, Figure S4A). (2) Some genes important for progenitor cell function, but with low MG expression (eg. *Ascl1, Dll1*) had many of the same accessible regions near promoters in both the MG and the progenitors (Fig. 1E), though in many cases the P2 progenitors had more regions of accessibility at these genes than the mature MG (highlighted regions, Fig. 1E). 

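Ascl1, the proneural bHLH factor used to reprogram MG, had 6 high-confidence regions within 100 kb of its TSS in P2 progenitors, and Dll1, a Notch ligand, had 8, counting regions to which no other protein-coding TSS was nearer. Ascl1 lies on chromosome 10 from 86953564 to 86956405, on the minus strand. In the paper's tables, 3 of its regions are specific to progenitors and 3 are shared with mature MG. The promoter region, from 86955355 to 86957903, spanned 2549 bp and is among the shared ones, as are the regions from 86910124 to 86910892 and from 86963896 to 86965763. The progenitor-specific regions were narrower and lay away from the promoter, at 7535 bp (86948752 to 86948988) and 4853 bp (86951262 to 86951842) downstream of the TSS and 10496 bp upstream of it (86966826 to 86966976). Dll1 lies on chromosome 17 from 15504318 to 15513836. Its promoter region, from 15511451 to 15514192, spanned 2742 bp and is listed as shared. Of its other regions, 5 are listed as progenitor-specific, among them 1 in an intron from 15508706 to 15509348 and 1 upstream of the gene from 15517493 to 15518539. The shared and progenitor-specific classes are the paper's. The adult MG ATAC-seq behind them was not analysed here.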

The difference in accessibility between these cell types varies from reduced peak height to a complete loss of some peaks. (3) Promoter regions were over-represented in regions of shared accessibility, while peaks that were unique to either MG or progenitor cells were predominantly found in intronic and intergenic regions (Fig. 1F;F’). Read density in these categories of accessibility showed that shared accessible regions had an overall higher read density in broader regions (p value < 2.2*10^–16^), whereas cell type specific accessible regions had narrow regions of read density (Fig. 1F’’). These differences suggest that while promoter and major regulatory regions retain similar accessibility, many putative regulatory regions differed in accessibility between these cell types, likely reflecting the difference in their respective patterns of gene expression.

### Cis-regulatory binding sites characterize glial development

In order to explore putative regulatory regions that are specific to progenitor and MG populations, we analyzed and annotated regions of changing accessibility. We defined regions of changing accessibility in two ways. First, we identified unique peaks between P2 and Adult MG by BEDOPS^14^, which identifies peaks by overlap on the genome, regardless of size. Alternatively, we analyzed differences in tag density by a read density logFC (fold change) > 2 at all peak locations and selected the top 1,000 regions of Differential Accessibility (DA) for further analysis. These two different pipelines gave similar results for gene ontology and binding motif annotation (Tables S1, S2).

When we carried out gene ontology (GO) analysis for those regions that had greater accessibility in the progenitor cells than in the MG (Loss of Accessibility or LOA), we found these regions were associated with genes that were enriched for GO terms of Neural Development/Neurogenesis and Developmental Process/Cell Differentiation (Fig. 2A). The genes associated with the top GO enriched term, Neurogenesis, include known regulators of neural development, including *Myt1l, Neurog3, Otx2, Prox1*, etc. By contrast, the peaks that were not accessible in retinal progenitors, but present in mature MG (ie. Gain of Accessibility or GOA), were associated with genes that were enriched for GO terms of more general cell function: e.g. metabolic and cell process genes (Fig. 2B). 

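The paper's list of progenitor-specific regions tied to neurogenesis genes holds 17 regions for Myt1l, a zinc finger factor of neuronal identity, 15 for Prox1, a homeobox factor of horizontal cells and other retinal neurons, 9 for Otx2, a homeobox factor of photoreceptors and bipolar cells, and 6 for Neurog3, a proneural bHLH factor. Myt1l (chromosome 12 from 30213249 to 30608074) had 1 of them near its promoter, 734 bp upstream of the TSS from 30212398 to 30212633. Its farthest one lay 740842 bp away. Otx2 (chromosome 14 from 49277354 to 49287319) had regions at 1227 bp from its TSS (49285731 to 49286191), at 2265 bp (49284617 to 49285229) and at 58614 bp (49228213 to 49228936). Of the Prox1 regions (chromosome 1 from 191945660 to 191994559), 2 lay inside the gene, from 191984618 to 191984995 and from 191983432 to 191983582, and the others lay 80183 to 718115 bp upstream. Around Neurog3 (chromosome 10, 61595838 to 61597511) the regions lay 40047 to 62489 bp downstream, such as that from 61635676 to 61636095, which spans 420 bp of intergenic DNA. Each of these regions is in the P2 high-confidence list. Their absence from adult MG and their assignment to genes are the paper's.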

Genes associated with these GO terms include those known to be important for glial development and function, including *Hey2, Id2, Slc1a3* and *Bmp* family genes. Those accessible regions present in both cell types are also enriched primarily in metabolic genes (Table S1).

**Figure 2:**
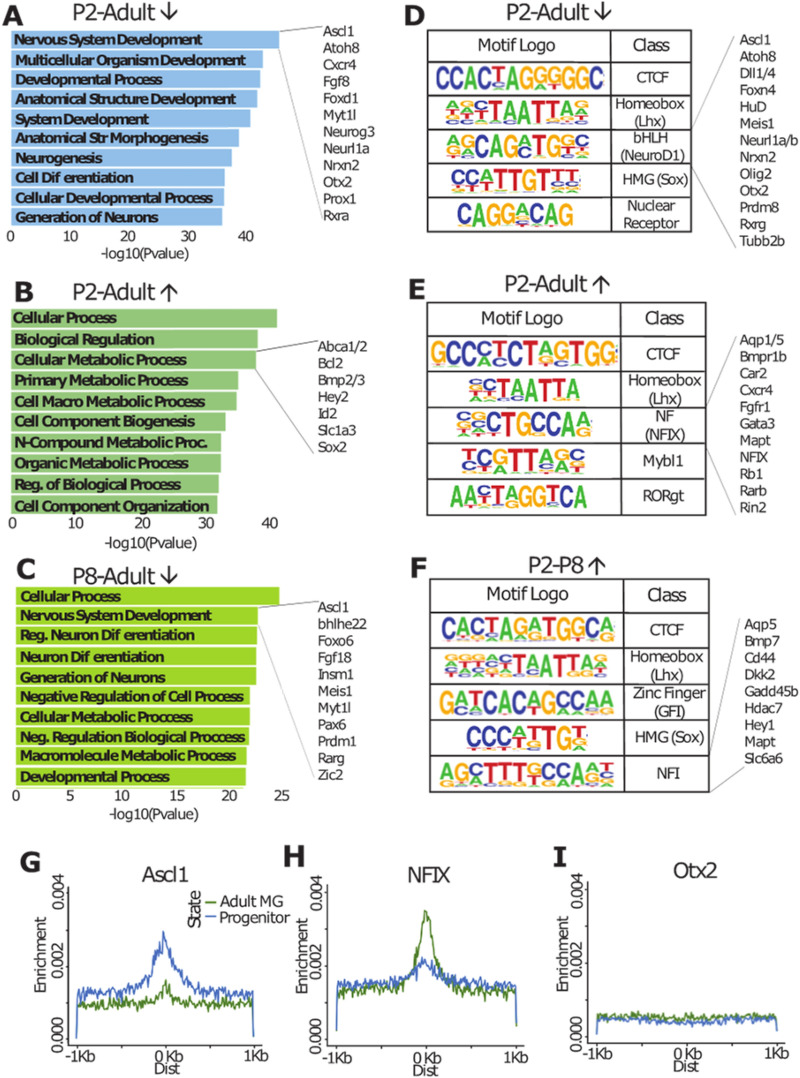
Cis-regulatory binding motifs differ in Müller glia development. (**A**–**C**) Gene ontology associated with accessibility changes (**A**. LOA from P2 to adult, **B**. GOA from P2 to adult, **C**. LOA from P8 to adult). Genes of interest for key ontology categories shown at the right. (**D**–**F**) Predicted motif enrichment for accessibility changes (**D**. LOA from P2 to adult [BEDOPS], **E**. GOA from P2 to adult [BEDOPS], **F**. GOA from P2 to P8 [DA]). Genes of interest for key motifs shown at right. (**G**–**I**). Central enrichment of motifs for progenitor- and adult MG-specific accessibility regions.

We next performed ATAC-seq on FACS-purified immature P8 MG from *Rlbp1*-*CreER;flox-stop-TdTomato* mice to better understand the dynamic changes in the accessible chromatin that occur as MG mature (Figure S3). 

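ATAC-seq of P8 MG, sorted for the tdTomato reporter, was run on 1 library, so no replicate spread can be given for it. The authors called its regions with HOMER findPeaks as for P2. The deposited list holds 16226 regions, each with the score the peak caller gave it, which ran from 13 to 349 with a median of 14.5. Their median width was 277 bp and they covered 6.27 Mb. The list itself gives no read total, so the depth behind a single P8 region is not known beyond its score. Its positions were taken as counted from 1, as HOMER writes them, and could be shifted by 1 bp. A P2 region is counted below as still called at P8 where it shares at least 1 bp with a P8 region. A region that is not called is one that did not pass the peak caller's threshold, and the P8 list covers less of the genome than either P2 list.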

MG from P8 mice were used since this age is a crucial stage in MG development^15,16^. The reporter mice and FACS protocol were similar to those described previously^17^. For the P8 sample, there were 49.6 M reads and 16 k peaks by Homer findPeaks, of which 98.35% overlapped with the P7 DNaseI whole retina dataset. 

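Most chromatin called accessible in P8 MG was already accessible in P2 progenitors, and the P8 list was weighted toward promoters. Of the 16226 P8 regions, 15064 overlapped a P2 high-confidence region, or 92.8% (95% interval 92.4 to 93.2). In the other direction, 14094 of the 40355 P2 regions were still called at P8, or 34.9% (95% interval 34.5 to 35.4). Promoters held 63.8% of the P8 regions, introns 14.1%, intergenic DNA 19.7% and exons 2.35%. Wide P2 regions lay mostly at promoters too. Of 5 equal groups by width, the widest held 5778 promoters in 8071 regions and the next widest 4308 in 8071. The promoter weight of the shorter P8 list is therefore not told apart from its length. Of the P2 promoter regions, 67.6% were still called at P8, against 14.5% of those in introns and 20.1% of those between genes. The 1162 P8 regions outside the P2 high-confidence list lay mostly in introns (41.9%) and between genes (47.1%), and 614 of them overlapped no region of either P2 replicate. The promoter of Vim, an intermediate filament gene of glia and progenitors, and that of Rxrg, a nuclear receptor of cones, were called at both ages. Requiring 50% of both regions to overlap lowered the share of P8 regions to 33.5% and that of P2 regions to 13.5%. Against replicate 2 alone and replicate 1 alone, 21.1% and 14.2% of the P2 regions were still called at P8. With the P2 list reduced to its widest regions, as many as at P8, the share was 62.7%.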

We carried out DA analysis as described above between the P8 and adult MG, and the progenitor cells and P8 MG in order to demonstrate changes in accessibility enrichment as progenitors develop to immature MG and as immature MG mature. Interestingly, we found GO terms of Nervous System Development and Generation of Neurons as some of the top Biological Process terms associated with the P8 MG accessible regions that are lost or reduced in the mature MG cells (Fig. 2C) and these are associated with genes important for retinal development, such as *Insm1, Zic2, Meis1,* and *Prdm1,* as shown in the changes from P2 to adult MG. Thus, it appears that many of the putative cis-regulatory regions near genes associated with neurogenesis that are accessible in progenitors are still accessible in the immature P8 MG, and suggests these cells may be more amenable to reprogramming than mature MG.

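Insm1, a zinc finger factor of neuron production, Zic2, a zinc finger factor of progenitors, Meis1, a homeobox factor of progenitors, and Prdm1, which directs photoreceptor fate, each had regions in P8 MG that the paper lists as reduced in mature MG. For Insm1 (chromosome 2 from 146047657 to 146050752) this was a promoter region of 151 bp from 146047566 to 146047716, inside a P2 region of 2833 bp from 146046967 to 146049799. For Zic2 (chromosome 14 from 122874604 to 122879074) it lay from 122873251 to 122873594, inside the P2 promoter region from 122872449 to 122875924. For Meis1 (chromosome 11 from 18780433 to 18918961) it lay from 18919645 to 18920089, inside a P2 region of 2379 bp. For Prdm1 (chromosome 10 from 44156983 to 44248307, on the minus strand) it lay from 44249221 to 44249646, just upstream of the annotated gene start at 44248307. The paper's table gives it a distance of 70879 bp from the TSS. Each of these 4 regions overlapped a P2 region. Of the progenitor-specific regions that the paper's neurogenesis list ties to these genes, none of the 10 for Insm1, the 4 for Zic2 and the 4 for Prdm1 was called at P8, and 1 of 7 for Meis1 was. Of the 160 regions of the paper's neurogenesis list of P8 regions reduced in mature MG that could be placed at their gene, 134 overlapped a P2 high-confidence region, or 83.8% (95% interval 77.1 to 89.1), and 143 overlapped a region of any P2 list. The 160 regions belong to 145 genes. Of all P8 regions, 92.8% overlapped the high-confidence list. Their median width was 277 bp, against 151 bp for the 160 regions, and no sets matched on width were drawn for this comparison. For the list of nervous system development the share in the P2 list was 82.7% of 197.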

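At Ascl1, the promoter region and the nearest of the 3 progenitor-specific regions were still called in P8 MG, and the other progenitor-specific regions were not. The P8 call inside the kept progenitor-specific region spanned 494 bp, from 86951307 to 86951800, with a score of 13.5. At Dll1 the promoter region was kept and none of its 5 progenitor-specific regions within 100 kb was. Foxn4, which gives progenitors the competence to make amacrine and horizontal cells, and Olig2, a bHLH factor of dividing progenitors, had 7 and 6 P2 regions within 100 kb and none of them was called at P8. Nfib and Pax6, factors that MG keep expressing, had 5 of 15 and 9 of 19 called. Across the paper's 4239 progenitor-specific regions near 1153 neurogenesis genes, 124 were still called at P8, or 2.93% (95% interval 2.44 to 3.48), and they lay near 122 genes. In 10000 random sets of like width, drawn from all P2 high-confidence regions including these, the median was 22.7% (middle 95% of the sets 21.7 to 23.8). The share was 1.06% with an overlap of 50% of both regions and 6.92% with the P2 list reduced to its widest regions, as many as at P8. The 4239 regions were chosen by the authors for their absence in adult MG. The authors also chose 256 neurogenesis regions by read density, again for being reduced in adult MG. Of these, 236 are in the P2 high-confidence list, and 59 of the 236 were called at P8, or 25% (95% interval 19.6 to 31.0), against 43.6% (37.7 to 49.2) in random sets. Wide regions were kept more often than narrow ones, from 5.35% in the narrowest of 5 equal groups to 72.2% in the widest. Among the widest, 83.4% of promoter regions and 44.0% of the others were kept. From the neurogenesis terms among its P8 regions, the paper proposes that many elements near these genes stay accessible in immature MG and that these cells may be more open to reprogramming than mature MG.

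**Figure D1:**
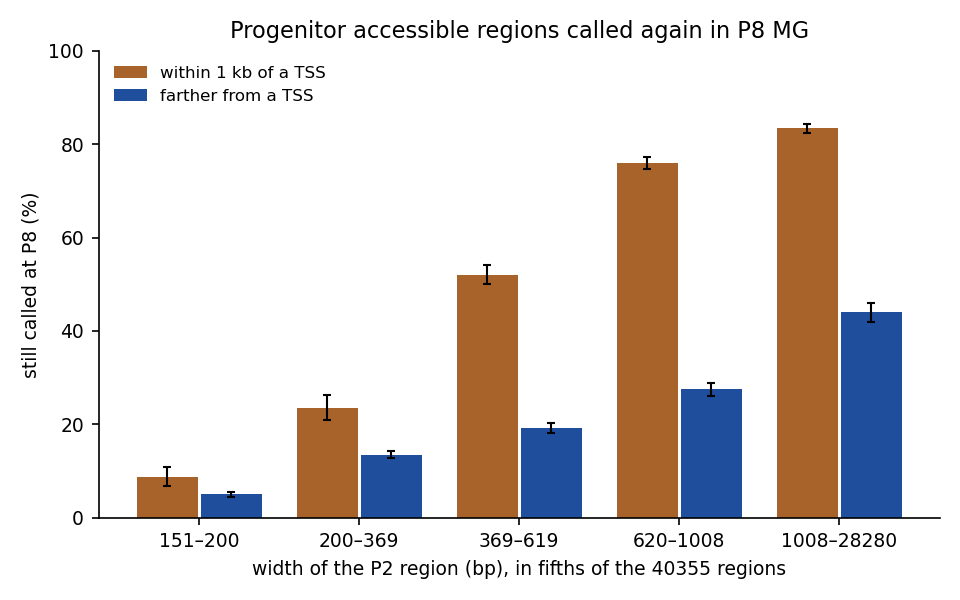
Share of P2 high-confidence regions that were still called at P8 (vertical axis, percent), in 5 equal groups by region width (horizontal axis), for regions within 1 kb of a TSS and for the others. Bars are exact 95% binomial intervals. In each group the share was higher within 1 kb of a TSS, as with 52.0% against 19.2% in the middle group.

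**Figure D2:**
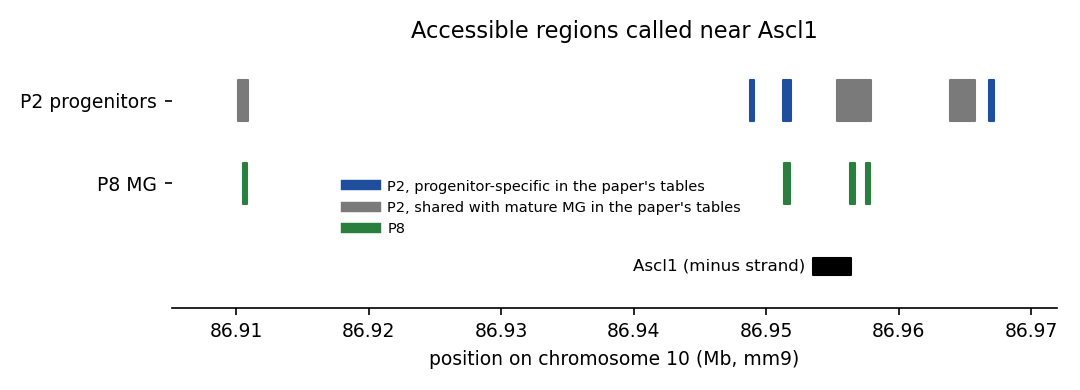
Accessible regions around Ascl1 on chromosome 10 of mm9 (horizontal axis, position), with P2 regions above and P8 regions below. P2 regions that the paper lists as progenitor-specific are blue, those it lists as shared with mature MG grey, P8 regions green, and narrow regions are drawn wider than they are.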

The peaks of accessible chromatin near genes associated with neurogenesis that are specific to progenitor cells (i.e. not present or reduced in the mature MG) may be relevant to the differences between these cells in their ability to generate neurons. We analyzed these putative neurogenesis-related cis-regulatory elements for enrichment of transcription factor binding motifs using Homer findMotifsGenome against randomly selected background regions. 

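Near neurogenesis genes, the accessible regions of P2 progenitors that mature MG lack carried more E-boxes, the sites of bHLH factors such as ASCL1 and NEUROD1, than other P2 regions of like width and GC content. Of the 4239 regions, 2219 held a CAGCTG or CAGATG E-box, or 52.3% (95% interval 50.8 to 53.9). In 1000 matched sets of other regions the median was 47.3% (45.9 to 48.7), with the middle 95% of the sets in brackets here and for the other motifs. All P2 regions not called at P8, near any gene, held this E-box in 52.0%, against 44.1% (43.5 to 44.6) in their matched sets. The excess is therefore not particular to neurogenesis genes, and the matching did not cover distance to a TSS. For LHX factors (TAATTA), which include the progenitor and glial regulator Lhx2, the share of the 4239 regions was 5.85% (95% interval 5.16 to 6.60) against 5.19% (4.60 to 5.80). For SOX factors (ACAAAG or ACAATG), which include Sox2, it was 33.1% (95% interval 31.6 to 34.5) against 32.3% (31.1 to 33.5), inside the range of the matched sets. For CTCF (CCASYAGRKGG), which organizes chromatin loops, it was 6.04% (95% interval 5.34 to 6.80) against 11.6% (10.7 to 12.5). Shuffled sequences of the same base content held the CTCF site in 0.519%, so that against this background the share was 11.6 times higher rather than lower. A nuclear receptor motif was not counted. Motifs were counted as short core sequences on either strand, not as HOMER's matrices.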

We found that the top five transcription factor motifs enriched in accessible domains specific to progenitor cells at P2 (LOA) were CTCF, LHX (eg. LHX2), bHLH (eg. NEUROD1), HMG (eg. SOX2) and nuclear receptor (Fig. 2D). Genes in these transcription factor families are known to be important for retinal neurogenesis. In particular, the proneural bHLH factors NEUROG2, OLIG 2 and ASCL1 are all expressed in retinal progenitors at this stage^18^. Analysis of the genes associated with the regions enriched for E-box motifs include genes known to be important in retinal neurogenesis, including FOXN4, DLL1, OLIG2, OTX2 and Rxrg (Fig. 2D). 

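In the progenitor-specific regions listed for Dll1, 10 of 12 held at least 1 CAGCTG or CAGATG E-box, and together they held 25. The region from 15517493 to 15518539 on chromosome 17 held 5, including a CAGCTG at 15517872 to 15517877 in the sequence ATCCTAGCAGCTGCTCGTGG. For Foxn4 the E-box was present in 4 of 8 regions, such as that from 114729645 to 114729842 on chromosome 5, with a CAGCTG at 114729784 to 114729789 in GATTCTACAGCTGTTCTGTG. For Olig2 it was present in 3 of 6, with 5 E-boxes in the region from 91222440 to 91224079 on chromosome 16, 1 of them a CAGATG at 91223331 to 91223336 in AGGGACACAGATGGCCCTCA. For Otx2, which drives photoreceptor and bipolar fates, it was present in 3 of 9 regions, with a CAGCTG at 49274892 to 49274897 on chromosome 14 in CCGGGAGCAGCTGTCCCCTC. The retinoid receptor gene Rxrg has no region in the paper's neurogenesis list. Its 4 P2 regions on chromosome 1 include 2 that the paper's tables class as progenitor-specific, from 169568328 to 169568563 in an intron and from 169575027 to 169575532 at 26840 bp from the TSS. By comparison, 12 of 17 of the Myt1l regions and 1 of 3 of the Ascl1 regions held the E-box. These are matches to the reference sequence, and the paper's ASCL1 ChIP-seq was not analysed here.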

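The E-box that ASCL1 prefers (CAGSTG) was denser within 50 bp of the centre of P2 regions than in the flanks, 400 to 500 bp from it. Its ratio of central to flanking density was 1.41 (95% interval 1.36 to 1.45) in the P2 regions not called at P8 and 1.08 (95% interval 1.02 to 1.14) in those still called. These sets had median widths of 320 and 888 bp, so the flanks lay outside most of the former and reached into many of the latter. Promoters held 17.6% and 68.4% of them. Every other motif whose position was counted differed in the same direction, such as SOX at 0.996 and 0.741. The difference is thus not particular to this E-box. The CAGSTG ratio was 1.42 (95% interval 1.31 to 1.55) in the progenitor-specific regions near neurogenesis genes such as Dll1 and Foxn4. The E-box that NEUROG2 prefers (CAKATG) had a ratio of 1.11 (95% interval 1.06 to 1.16) in the regions not called at P8, 0.695 (95% interval 0.638 to 0.757) in those still called and 1.19 (95% interval 1.07 to 1.33) in the progenitor-specific ones. Of the progenitor-specific regions, 51.9% (95% interval 50.4 to 53.4) held CAGSTG, against 49.2% (47.7 to 50.6) in matched sets, and 34.1% (95% interval 32.7 to 35.6) held CAKATG, against 29.0% (27.7 to 30.3). The classes of accessibility by P8 are from the deposited lists, and regions specific to adult MG were not available.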

When comparing E-boxes with specificity to ASCL1 (CAGSTG) and NEUROG2 (CAKATG)^19^, we found that ASCL1-specific E-boxes had far more distinct central enrichment, especially in regions of progenitor-specific accessibility, whereas NEUROG2 E-boxes are centrally depleted (Figure S4B,C). In addition, ASCL1 has been previously characterized to interact with POU family transcription factors to regulate gene expression^20^. In the P0 retinal ASCL1 ChIP-seq, we found POU binding motifs to be the 15th most enriched motif in progenitor-specific enrichment, occurring in 1.47% of assayed sites over 0.69% of randomly selected background sites (Table S2). Factors such as LHX and SOX are known to be expressed in both progenitors and MG, and thus their presence in progenitor-specific accessible domains is likely indicative of restructuring of regulatory regions during development.

While the accessible chromatin regions specific to progenitors were enriched for proneural transcription factor binding sites, the accessible regions present in the MG, but not present in the progenitors (GOA), have a very different set of enriched transcription factor binding motifs. Although CTCF and LHX motifs were still among the top 5, the NFI (eg. NFIX) motif is enriched in MG (Fig. 2E). This motif was also present in the accessible regions more enriched in immature P8 MG than the progenitors, making this an early marker of MG maturation (Fig. 2F). 

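Regions called in P8 MG and absent from the P2 progenitor list carried the NFI motif 2.03 times as often as comparable P2 regions. Of 1153 such regions, 280 held an NFI site (TTGGCA or the full palindrome), or 24.3% (95% interval 21.8 to 26.9), against 12.0% (10.1 to 13.8) in 1000 sets of P2 regions matched on GC content and width. The NFI sites also lay toward the middle of these regions, with a ratio of central to flanking density of 2.92 (95% interval 2.32 to 3.67). SOX sites were present in 33.7% (95% interval 30.9 to 36.5) against 28.5% (25.8 to 31.3), and LHX sites in 7.03% (95% interval 5.62 to 8.66) against 5.38% (4.16 to 6.76). E-boxes of the ASCL1 type (CAGSTG) were less frequent, at 21.9% (95% interval 19.5 to 24.4) against 31.7% (29.2 to 34.3), and so was CTCF, at 4.42% (95% interval 3.31 to 5.78) against 17.8% (15.6 to 20.2). Against shuffled sequences the NFI share was 3.68 times higher, and the CAGSTG and CTCF shares were then higher too, by 1.65 and 12.8 times. The P8 regions come from 1 library, and the paper's own set was chosen by read density, which the deposited lists do not give.

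**Figure D3:**
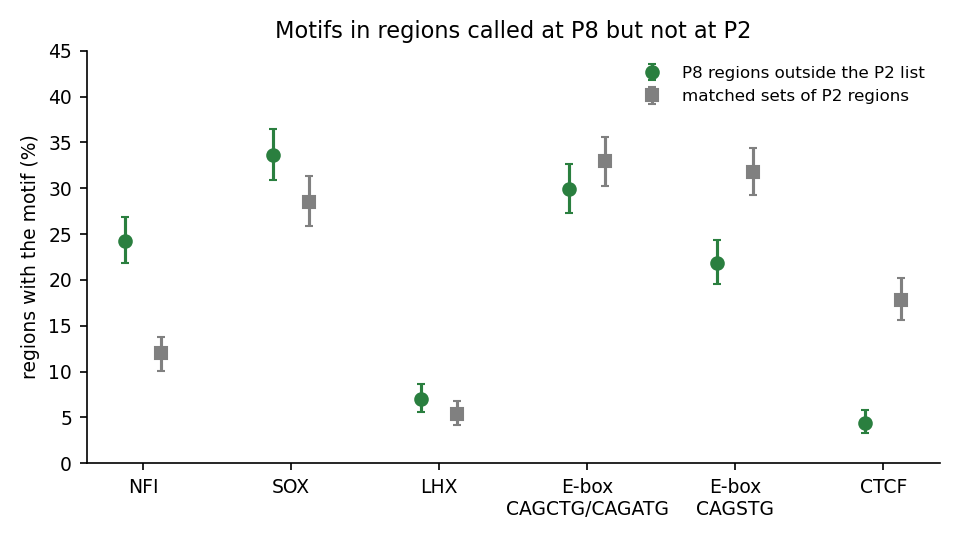
Share of regions with each motif (vertical axis, percent) in the 1153 P8 regions outside the P2 list, with exact 95% binomial intervals, and in matched sets of P2 regions, with the middle 95% of 1000 sets. The NFI share lies above its matched sets, and the CAGSTG and CTCF shares lie below theirs.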

The motifs enriched in the MG-specific accessible chromatin regions may well reflect the importance of LHX and NFI transcription factors in MG maturation ^21–24^, though NFI factors have also been implicated downstream of neurogenesis genes such as *Pax6*^25^. To help confirm the role of NFI based on motif presence in adult MG-specific accessible domains, we compared genes neighboring NFI binding motifs to known genes regulated by NFI in the process of stem cell quiescence (Fig. 2E,F)^26^. The genes shown to the right of the NFI motifs in Fig. 2E,F are examples of genes present in both datasets. The presence of NFI binding motifs throughout MG accessible domains implicates a complex role for NFI transcription factors in directing the development and maturation of MG cell fate within the retina.

Central enrichment modeling also highlighted the differences between progenitors and MG. For example, progenitor-specific accessible regions were centrally enriched for Homer’s predicted ASCL1 motifs (CAGVTG), with much lower accessibility in the adult MG at these sites (Fig. 2G). 

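The CAGVTG motif that HOMER predicts for ASCL1 was denser in the middle of the progenitor-specific regions near neurogenesis genes than in their flanks, with a ratio of 1.37 (95% interval 1.28 to 1.47). In the progenitor-specific regions of genes whose expression was lost in MG, such as Dll1, Foxn4 and Olig2, the ratio was 1.53 (95% interval 1.39 to 1.68). Among all P2 regions it was 1.34 (95% interval 1.31 to 1.38) in those not called in P8 MG and 0.975 (95% interval 0.932 to 1.02) in those still called. Their median widths were 320 and 888 bp, and SOX and OTX2 sites differed likewise, so this contrast is not particular to CAGVTG. The motif was present in 63.6% (95% interval 62.1 to 65.0) of the neurogenesis regions, against 60.4% (59.1 to 61.8) in matched sets of other P2 regions. In P8 regions outside the P2 list it was present in 35.2% (95% interval 32.5 to 38.0), against 44.0% (41.3 to 46.7). Read densities at these sites in adult MG were not analysed here.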

The opposite is true for the NFIX motif (CTFCCA): adult MG-specific accessibility profile showed much higher enrichment for NFIX binding motifs within accessible domains than the progenitors (Fig. 2H). By contrast, homeobox domains not enriched in any of these regions (e.g. OTX2; TAATCCY) showed no central enrichment for either progenitor- or MG-specific accessible domains (Fig. 2I). These motif enrichments further support a role bHLH factors in maintaining the neurogenic potential in progenitor cells, and of NFI transcription factors in regulating MG fate.

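The OTX2 site (TAATCCY), bound by a homeobox factor of photoreceptor and bipolar cell fates, was not concentrated in the middle of any set of regions examined. Its ratio of central to flanking density was 0.759 (95% interval 0.573 to 0.998) in the progenitor-specific regions near neurogenesis genes and 0.697 (95% interval 0.423 to 1.11) in the P8 MG regions outside the P2 list. In P2 regions it was 0.744 (95% interval 0.669 to 0.826) where they were not called at P8 and 0.403 (95% interval 0.331 to 0.487) where they were. The site was present in 6.02% (95% interval 5.32 to 6.77) of the progenitor-specific regions, against 6.09% (5.40 to 6.79) in matched sets. Regions specific to adult MG were not available for this count.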

Since many DNA-binding transcription factors may act in tandem with other transcription factors in a combinatorial manner to regulate gene expression, we analyzed co-occurrence between the top predicted binding motifs for progenitor (Figure S4C) and adult MG (Figure S4D) accessible domains. Through this analysis, we found that SP1 and E2F domains commonly co-occur in both progenitor- and MG-specific accessible regions. We also found some co-occurrence between BRN1, HOXB4, FOXP1, and LHX2 motifs, particularly in progenitor-specific accessible domains. Overall, co-occurrence analysis does not indicate any particular co-regulatory group that might interact with the major motifs that are associated with progenitor (ASCL1) or glial (NFIX) cell fate.

### Ascl1 overexpressed in MG binds to potential Cis-regulatory regions near neurogenic genes

To better understand the role of ASCL1 in progenitors, and how it alters the epigenome in MG during reprogramming, we compared ASCL1 ChIPseq in newborn mouse retinal progenitors with that of *Ascl1*-reprogrammed MG. Obtaining sufficient glial cells for ChIP-seq after reprogramming in vivo has not yet been possible, due to the large number of cells required for ChIP-seq and the relatively small numbers of reprogrammed cells present in the retina after the in vivo reprogramming protocol. However, since *Ascl1* is sufficient to reprogram MG to a neurogenic state in vitro that is very similar to what we observe in vivo^27^, we compared ASCL1 ChIP-seq in newborn mouse retinal progenitors with that of MG that had been isolated from P12 mice and expanded in vitro. In both progenitors and reprogrammed MG, ASCL1 binds near developmental genes such as Dll1, Hes5, Id1, and Mfng (Fig. 3A). This binding is consistent with accessible domains in progenitors or adult MG (Fig. 3A). We compared our ASCL1 ChIP-seq data to previously published ASCL1 ChIP data in neural progenitor cells (NPCs, Wapinski et al. 2013), as well as ASCL1 overexpressed in embryonic stem cells (ESCs, Casey et al. 2018), and in fibroblasts with additional factors BRN2 and MYT1L (Fib + BAM, Wapinski et al. 2013). There were 262 regions in common between all published datasets and *Ascl1* overexpressed in cultured MG, and 17,301 binding sites that were only found in our retinal dataset between those compared (Fig. 3B). We found similar overlaps with developmental ASCL1 binding, with 287 shared ASCL1 binding sites (Figure S5). The shared regions of ASCL1 binding were associated with neuronal gene ontology categories Nervous System Development and Generation of Neurons around genes such as *Myt1l*, *NeuroD4,* and *Tubb3* (Fig. 3C). ASCL1 binding found only in MG reprogrammed with ASCL1 was similarly associated with the Nervous System Development gene ontology category around retinal development-related genes such as *Atoh7, Crx,* and *Pax6* (Fig. 3C’).

**Figure 3:**
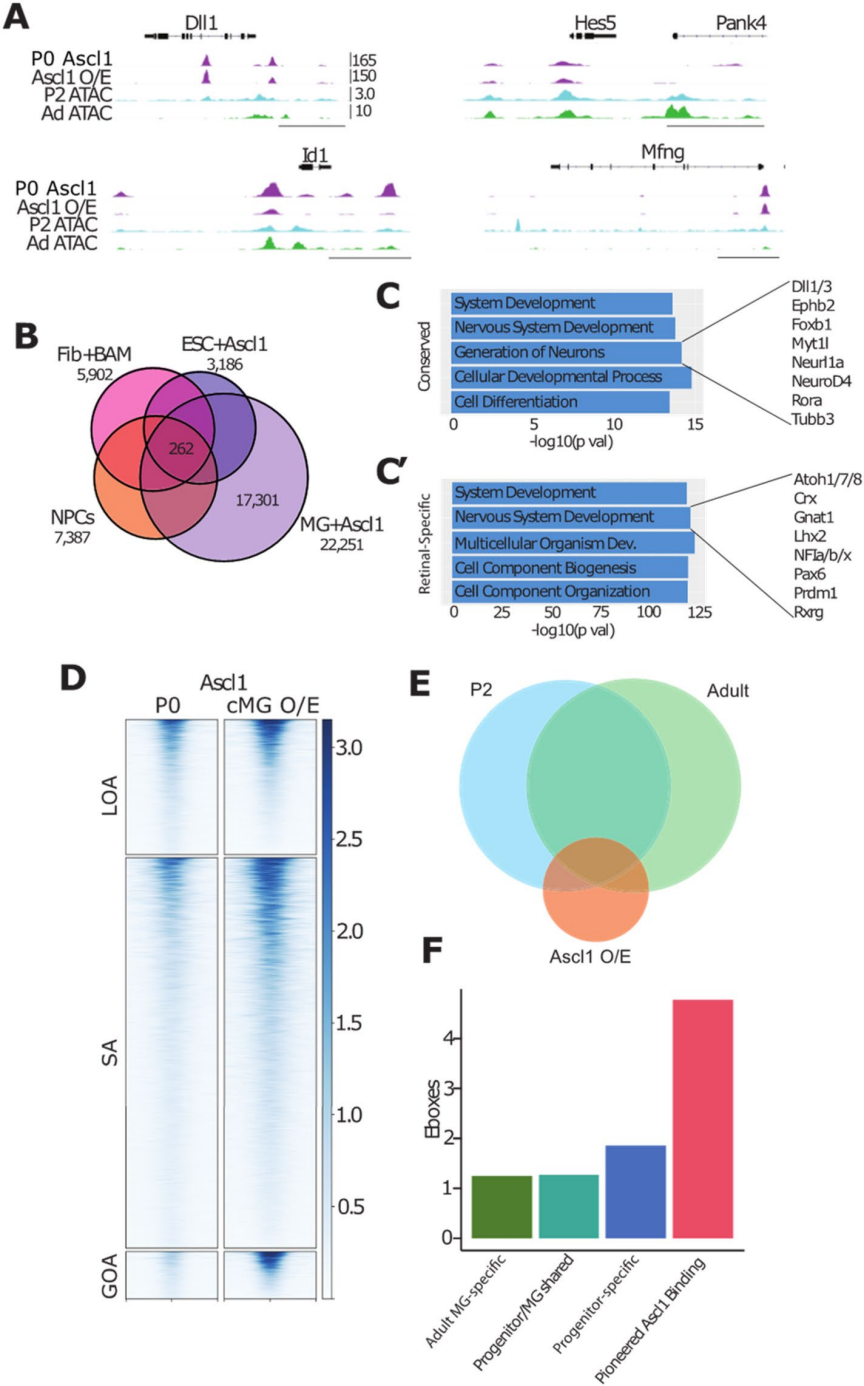
*Ascl1* Overexpression in Culture Opens a Retinal Neurogenic Niche. (**A**) Genomic tracks of ASCL1 ChIP for developmental (P0) ASCL1 binding and overexpression in cultured MG (O/E), and ATAC for P2 progenitors and Adult MG around developmental targets of ASCL1. Track heights for all (FKPM for ASCL1 ChIP, reads per million for ATAC) labeled in top left track. Scale bar for 5 kb at lower right on all tracks. (**B**) Overlaps between ASCL1 ChIP from cultured MG and published ASCL1 ChIP loci: Neural Progenitor Cells (NPCs), Fibroblasts + BAM (BRN2, ASCL1, MYT1L)^28^, and Embryonic Stem Cells (ESCs) + ASCL1^29^. Total peak numbers for each dataset, as well peaks shared between all datasets, and those only found in the retinal dataset. (**C**) Gene ontology by GProfiler for intersection of all datasets and retinal-only peaks. Genes of interest for neurogenic ontology categories at right. (**D**) Heatmap of ASCL1 ChIP-seq read density across ATAC accessible regions (LOA top, shared accessibility [SA] middle, GOA bottom). Left heatmap demonstrates normalized ChIP reads for ASCL1 in P0 retinas (P0), while right demonstrates normalized reads for ASCL1 overexpressed in cultured MG (ASCL1-OE) + /– 1 kb from peak center. (**E**) Representation of ATAC overlaps with ASCL1 ChIP peaks. F. Average numbers of ASCL1-related E-boxes predicted in each of the ASCL1-binding overlap categories represented in the ASCL1 bubble in (**E**).

A comparison of the ASCL1-ChIPseq with at ATAC-seq accessible domains in progenitors and adult MG shows that ASCL1 binds to progenitor-specific regions, as well as regions shared between progenitors and adult MG, with approximately 12.5 k shared peaks (Fig. 3D). Progenitor ASCL1 binding overlaps with progenitor accessibility by 13,151 peaks (Figure S5D). In progenitor accessible domains that are also bound by overexpressed ASCL1 in MG, motif analysis demonstrates strong enrichment in bHLH E-box binding motifs, but additionally POU binding motifs become further enriched, found in 10.66% of assayed regions over 7.99% in background sequences (Figure S5E; Table S2). When ASCL1 is over-expressed in MG, it binds to adult MG-specific accessible domains (Fig. 3D). In addition, ASCL1 binds to a strong distinct niche in adult MG: regions neither natively open in the glia nor developmentally appropriate (Fig. 3E). We call these pioneered ectopic sites.

Casey et al. 2018 recently demonstrated that ES cell reprogramming with ASCL1 revealed a particular class of accessible regions with repeated E-box motifs^29^. Similar to that study, we find that those regions of the DNA that are inaccessible in MG or progenitors, but bind ASCL1 when over-expressed (pioneered sites) had on average 4.7 E-boxes per peak, while other ASCL1-bound sites in MG have fewer than 2 E-boxes on average (Fig. 3F). This result is consistent with the prior result that demonstrated that the pioneering activity of ASCL1 is dependent on E-box repeats around new binding sites, though developmentally appropriate binding sites do not contain these repeats and can bind ASCL1 regardless of current accessibility.

### Immature MG expression is intermediate to progenitors and mature MG

To better understand the molecular basis for the difference in accessibility between the progenitors and the MG, we carried out RNA-seq on FACS purified progenitors and immature and mature MG (Fig. 4A). Progenitors were sorted using P2 *Sox2-Gfp* mice as previously described. MG from P8, P11, and Adult retinas were sorted using *Rlbp-creER:flox-stop-tdTomato* reporter mice to sample stages of MG maturation. 

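RNA-seq was available for 4 ages with 1 library each, so there were no replicates and no test between ages was run, since each age had 1 library. The P2 progenitor library came from 4 mice, the P8 MG library from 26 mice, the P11 MG library from 16 mice, and the adult MG library from 20 mice. The P11 library is called P12 in a figure and in the deposited counts, and the P8 library is labelled P8 to P9. The authors counted reads per gene symbol with HTSeq after TopHat2 alignment and thinned the counts to like totals with edgeR, and the deposited table holds these thinned counts, not the full depth. Totals were 23063573 counts at P2, 23470997 at P8, 23191355 at P11 and 23063573 in the adult, over 16711 genes, of which 225 had no count left in any library. Expression is given as CPM, the counts scaled to library size, computed with TMM factors of 1.13, 1.06, 0.958 and 0.867, and log2 changes with a prior count of 2. The 12660 genes with at least 10 counts in all and a mean CPM of at least 1 were kept. With total counts alone the median log2 change of all genes from P2 to adult was -0.36, and with TMM it was 0.03. Brackets after a CPM value or a fold give exact 95% intervals from the counts, which cover counting error only. For a gene list, the median log2 change is given with a 95% interval over its genes from order statistics, or with the range where it has fewer than 6 genes. Where members had 0 counts, it is given again with 0 counts set to 3 if that alters it. This second value uses no prior count and leaves out genes with at most 3 counts at both ages. It can therefore be larger than the first and is not a lower limit. A gene with 0 counts lies under 3 counts, a limit of 0.115 CPM at P2, 0.120 at P8, 0.135 at P11 and 0.150 in the adult.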

Differential expression analysis was performed to demonstrate overall differences between progenitors and mature MG. 

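Between P2 progenitors and adult MG, 1284 genes were at least 4-fold lower in MG and 1972 were at least 4-fold higher, out of 12660. Among the 10 lower genes with the largest difference were Top2a, the topoisomerase that untangles replicated DNA, from 1315 CPM (1301 to 1329) to 0.650 CPM (0.346 to 1.11), and the noncoding RNA Miat, from 2637 CPM (2617 to 2657) to 5.60 CPM (4.61 to 6.74). Pbk, a mitotic kinase, had 6278 counts at P2 and 0 in the adult, which is at least 1602-fold lower. Among the 10 higher genes with the largest difference were the transporter gene Abca8a, with 0 counts at P2 and 4139 CPM (4111 to 4168) in the adult, at least 36028-fold higher, the chaperone gene Clu, from 1.38 CPM (0.966 to 1.91) to 6323 CPM (6288 to 6357), and Mlc1, a membrane protein of glial endfeet, which was 12217-fold higher (95% interval 4180.0 to 59246) in the adult. With a limit of 2-fold the counts were 2736 lower and 3441 higher. Higher genes were 60.6% of those past 4-fold with TMM scaling and 49.2% with total counts alone. Choosing 1000 genes per direction by mean log2 CPM as in Table S4 gave 714 of the paper's 1000 lower genes and 747 of its 1000 higher genes. The paper's methods name sorting by fold change instead, which gave 572 and 586. Every one of the paper's genes had the stated direction here, and 740 of its lower and 993 of its higher genes were past 4-fold.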

We selected the 1,000 most highly expressed genes with logFC > 2, which were differentially expressed in MG (Gain of Expression, GOE) or in progenitors (Loss of Expression, LOE) by logCPM (counts per million) values (Fig. 4B).

**Figure 4:**
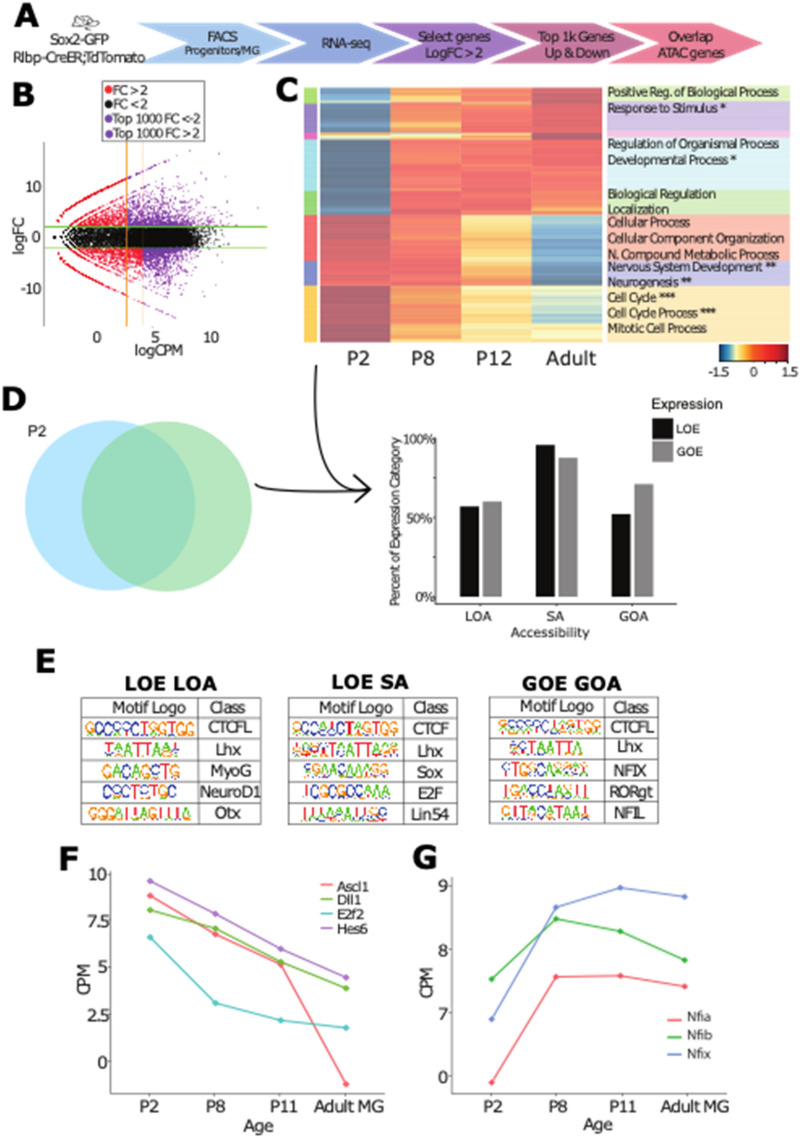
Glial expression and accessibility profiles follow developmental trends. (**A**) Experimental design for FACS isolation and RNA-seq of developing MG. (**B**) MA plot of expression from progenitors to adult MG demonstrating thresholds for filtering high fold change and counts for the top genes with changing expression. (**C**) Euclidian hierarchical clustering by expression changes from P2 to Adult, heat map of top gene expression (expression scale lower right), and related gene ontology categories. Categories marked with a *indicates categories that overlap with ATAC MG increased accessibility. Those marked with a** indicate where progenitor-specific accessibility overlaps, and ***indicates where shared accessibility overlaps. (**D**) Top gene expression changes were cross-compared with ATAC profiles. The percentage of genes that increase or decrease expression are represented on the y axis, split by ATAC categories (on the x axis). (**E**). Motif enrichment for accessible regions with gained expression and accessibility (GOE GOA), lost expression and accessibility (LOE LOA), and lost expression and shared accessibility (LOE SA). (**F**, **G**) Expression profiles of (**F**) progenitor genes of interest, and (**G**) NFI transcription factors.

Genes were clustered via k-means clustering, and GO terms were associated with specific clusters (Fig. 4C, Tables S3, S4, S5). Genes that showed marked increases from P2 progenitors to adult MG had somewhat general Biological Process terms (“Response to Stimulus”, and “Biological Regulation”), while genes that were highly expressed in progenitors, but expressed at much lower levels in MG, were associated with more specific GO terms that reflect the unique functions of the progenitor cells: “Cell Cycle,” “Nervous System Development” and “Neurogenesis” (Fig. 4C, Table S5). 

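From P2 progenitors to adult MG, the cell cycle genes and the neurogenic factors were lower and the genes of MG function were higher. All 30 genes of a mitosis list were at least 2-fold lower, with a median log2 change of -7.02 (95% interval -7.65 to -6.04, -7.14 with 0 counts set to 3). Mki67, a marker of dividing cells, was 1104-fold lower (95% interval 729 to 1762), and Cenpf, a kinetochore protein, was 1588-fold lower (95% interval 620.1 to 5831). Of 31 DNA replication genes, 30 were at least 2-fold lower, with a median of -3.90 (95% interval -4.79 to -3.08). Rrm2, which makes nucleotides for DNA synthesis, was 439.8-fold lower (95% interval 262 to 805). Of 23 neurogenic factors, 21 were lower and 2 higher, with a median of -5.11 (95% interval -6.13 to -3.08, -5.18 with 0 counts set to 3). Ascl1 was 926-fold lower (95% interval 469.5 to 2144) and Foxn4 at least 1164-fold lower. Of 18 synapse and neuron genes, 10 were lower, with a median of -1.32 (95% interval -5.25 to -0.71). Amacrine cell markers were lower too, in 9 of 11 genes with a median of -4.36, so RNA of amacrine cells in the P2 sort is not told apart from progenitor RNA here. Dcx, a microtubule protein of young neurons, had 2836 counts at P2 and 3 in the adult, 724-fold lower (95% interval 247 to 3512). Of 29 MG genes, 28 were at least 2-fold higher, with a median of 3.46 (95% interval 2.86 to 6.02). Glul, the glutamine synthetase gene, was 65.1-fold higher (95% interval 64.1 to 66.1) and Aqp4, a water channel, 4107-fold higher (95% interval 2351 to 7949). Of 28 immediate early and stress genes, which respond to stimulation, 27 were higher, with a median of 4.65 (95% interval 3.51 to 6.13). Fos, a member of this group, was 24.7-fold higher (95% interval 24.2 to 25.2). Microglia markers were higher as well, with a median log2 change of 6.98 (95% interval 3.74 to 8.29, 8.03 with 0 counts set to 3) over 12 genes.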

We compared our data with the single cell RNA sequencing (scRNAseq) data from Clark et al. 2019. Fig S6A shows that gene expression in FACS sorted progenitor cells at P2 correlates highly with that of progenitor cells from Clark et al. 2019. Additionally, we compared the top 1,000 markers of P2 RPCs from our data with markers of P2 progenitors identified from scRNAseq. To determine the top markers from P2 progenitors in single cell RNA sequencing data, the subset of cells that were identified as either glia or progenitors (defined by the cluster of cells expressing *Slc1a3* and *Rlbp1* most highly expressed in both P2 and P14 data) were used for comparison using Seurat’s findmarkers function. Only genes with an adjusted p value of < 0.05 were considered. Fig S6B shows markers of progenitors shared in both datasets. Many of these markers have been previously described in progenitor cells, including genes related to the mitotic cell cycle and neurogenesis (Fig. S6 C-E).

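At P2 the sorted progenitors held high levels of cell cycle and neurogenic transcripts. The median over 30 mitosis genes was 172 CPM and that over 31 DNA replication genes 122 CPM. Mki67 stood at 1215 CPM (1202 to 1228), Ccnd1, the D-type cyclin that starts the cell cycle in progenitors, at 3905 CPM (3881 to 3929), and Mcm6, a subunit of the replication helicase, at 456 CPM (448 to 464). The neurogenic factors had a median of 175 CPM. Hes6, an antagonist of Notch effectors, was at 632 CPM (622 to 641), Neurod4, a bHLH factor, at 409 CPM (401 to 417), and Insm1 at 175 CPM (170.0 to 180.2). Atoh7, a bHLH factor of early progenitors that give ganglion cells, had only 39 counts, 1.49 CPM (1.06 to 2.04). Of 23 progenitor factors that MG share, such as Pax6 at 1014 CPM (1002 to 1026), 7 were at least 2-fold lower and 7 higher in adult MG, with a median log2 change of 0.28 (95% interval -1.32 to 1.20). Amacrine cell markers were present too, with a median of 72.3 CPM over 11 genes, led by Tfap2b at 479 CPM (470.3 to 487). The paper's sort removed strongly fluorescent amacrine cells. The single cell data behind the shared markers were not analysed here.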

We also compared the gene expression in the immature MG at P8 and P11. These immature MG expressed many of the genes that are expressed in the retinal progenitors, albeit at a lower level than the progenitors, but in addition they expressed genes more characteristic of mature MG (Fig. 4C). 

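The cells sorted as immature MG at P8 still held transcripts of most neurogenic factors and already held those of mature MG. Of 23 neurogenic factors, 10 were at least 2-fold lower at P8 than in P2 progenitors, 3 were higher and the others lay within 2-fold, with a median log2 change of -0.38 (95% interval -1.94 to 0.61). From P8 to P11, 18 were lower, with a median of -1.95 (95% interval -2.29 to -1.24, -1.97 with 0 counts set to 3). Ascl1 was at 26.1% of its P2 level at P8 and 9.58% at P11. Dll1 was at 54.2% and 17.8%, and Hes6 at 32.1% and 9.93%. The progenitor genes of cell division were much lower, with Mki67 at 1.79% of its P2 level at P8. Of 29 MG genes, 25 were at least 2-fold higher at P8 than at P2, with a median of 2.37 (95% interval 1.90 to 4.12, 2.38 with 0 counts set to 3). Their median level was 127 CPM at P2, 550.3 at P8, 1045 at P11 and 1685 in the adult. Rlbp1, the retinaldehyde carrier of MG, was 14.5-fold higher (95% interval 14.1 to 15.0) at P8, and Slc1a3, the glial glutamate transporter, 5.97-fold higher (95% interval 5.86 to 6.09). Aqp4 was at 45.8 CPM (43.2 to 48.5) at P8 and 625 CPM (614 to 635) at P11. Bipolar cell markers were also higher at P8 than at P2, in 13 of 14 genes with a median of 4.57 (95% interval 1.51 to 6.69, 4.46 with 0 counts set to 3), and rod markers in 15 of 19 with a median of 1.57 (95% interval 1.09 to 3.59). RNA of bipolar cells and photoreceptor precursors among the sorted cells is thus not told apart from neurogenic factors expressed by the MG themselves. These differences between single libraries have no replicate check.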

The heatmap shows that four of the five clusters of "MG-specific" genes had the greatest increase between P2 and P8. 

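Recomputed from the counts, 3 of the 5 clusters of MG genes had their largest median log2 step between P2 and P8. In the green cluster the median step was 3.01 (95% interval 2.77 to 3.28) from P2 to P8, 0.46 to P11 and -0.17 to the adult, and 190 of 190 genes had their largest step first. It holds Slc1a3 and Hey2, a Notch effector. In the light blue cluster, which holds Rlbp1, Apoe and Fos, the step was 2.73 (95% interval 2.58 to 2.89, 2.78 with 0 counts set to 3) and 400 of 406 genes had it first. Apoe, a lipid carrier, was 61.7-fold higher (95% interval 58.1 to 65.6) at P8. In the purple cluster, which holds the potassium channel gene Kcnj10, it was 2.01 (95% interval 1.83 to 2.28, 2.07 with 0 counts set to 3), with 180 of 227 genes. The lime green cluster, which holds Glul, had later steps, of 1.12 (95% interval 0.96 to 1.22, 1.15 with 0 counts set to 3), 1.15 and 1.55 over the 3 intervals. Glul was 3.00-fold higher (95% interval 2.95 to 3.05) from P2 to P8 and 7.34-fold higher (95% interval 7.27 to 7.41) from P8 to P11. The pink cluster, which holds the nuclear receptor gene Rorc, had the latest, of 0.11 (95% interval -0.20 to 0.44, 0.06 with 0 counts set to 3), 0.97 and 2.26. On the linear CPM scale only 1 of the 5 clusters had its largest step first, and the authors chose the clusters' genes from these same libraries. Of 12 microglia markers 8 are in the green cluster, where Csf1r, the receptor that microglia need to survive, was at 297 CPM (291 to 304) at P8.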

Genes that lost expression most rapidly, in the tan cluster are primarily associated with the cell cycle. In contrast, the cluster (blue) most closely associated with the GO terms of “Neurogenesis” and “Nervous System Development” declined over the first postnatal week more gradually, but had very low levels of expression in mature MG (Fig. 4C). 

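In the tan cluster all 446 genes had their largest step between P2 and P8, and their median level was 90.0 CPM in progenitors, 9.12 at P8, 7.51 at P11 and 7.78 in the adult. The authors formed the clusters on these same libraries, so the timing within a cluster describes how it was made and is no independent evidence. The median log2 step was -3.06 (95% interval -3.23 to -2.88, -3.07 with 0 counts set to 3) to P8, -0.36 to P11 and -0.06 to the adult. The cluster holds 28 of 31 DNA replication genes and 27 of 30 mitosis genes. From P2 to P8 the replication list had a median of -3.54 (95% interval -4.46 to -2.83), with 30 of its genes at least 2-fold lower, and the mitosis list -5.11 (95% interval -5.56 to -4.87), with 30 lower. Top2a was 79.1-fold lower (95% interval 71.8 to 87.3) at P8, Rrm2 64.0-fold lower (95% interval 53.5 to 77.3), Mcm6 31.4-fold lower (95% interval 28.3 to 35.0) and Cdk1, the kinase that starts mitosis, 39.2-fold lower (95% interval 32.5 to 47.7). The red cluster of genes lost in MG had a smaller step, with a median of -1.15 (95% interval -1.21 to -1.06) from P2 to P8. The tan cluster also holds 7 of 11 amacrine markers, whose list had a median of -3.60 (95% interval -5.04 to -0.78) with 9 genes lower. Tfap2b was 33.1-fold lower (95% interval 29.8 to 36.8) at P8.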

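In the blue cluster the median level of its 193 genes was 74.9 CPM in progenitors, 68.9 at P8, 31.2 at P11 and 9.25 in adult MG, and only 2 genes had their largest step between P2 and P8. This timing too follows from clusters formed on these same libraries. The median log2 step was -0.19 (95% interval -0.27 to -0.11) to P8, -1.08 (95% interval -1.29 to -0.94) to P11 and -1.71 (95% interval -1.88 to -1.48) to the adult. It holds 13 of the 23 neurogenic factors. Neurod4 was 1.52-fold higher (95% interval 1.48 to 1.56) at P8 than at P2 and then 4.89-fold lower (95% interval 4.70 to 5.10) at P11. Otx2 went from 481 CPM (472 to 489) to 564 CPM (554 to 573) at P8, 98.7 CPM (94.6 to 103) at P11 and 3.80 CPM (2.99 to 4.76) in the adult. Neurog2, a proneural factor, was at 86.9% of its P2 level at P8, and Tubb3, a tubulin of neurons, at 46.7%. Olig2 was 2.47-fold lower (95% interval 2.20 to 2.78) at P8 and had 0 counts in the adult. Foxn4, also in this cluster, was already 26.1-fold lower (95% interval 22.4 to 30.6) at P8. Otx2 and Neurod4 are also expressed in bipolar cells and photoreceptor precursors, and the bipolar marker Isl1 was 106-fold higher (95% interval 84.7 to 136) at P8 than at P2.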

Comparing the changes in gene expression during MG maturation revealed an intermediate level of expression in young MG, with progenitor gene expression retained at relatively high levels through P8.

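At P8 the sorted MG lay between progenitors and adult MG, in the genes that end lower as well as in those that end higher, and progenitor genes differed widely. Genes lower in adult MG had covered a median of 59.6% (95% interval 56.9 to 62.8) of their log2 change by P8 and 79.9% (95% interval 77.7 to 81.9) by P11. Genes higher in adult MG had covered 64.8% (95% interval 63.0 to 66.7) and 86.4% (95% interval 85.1 to 88.1). Of the genes at least 4-fold lower in the adult, 630 were already past 4-fold at P8 and 873 at P11, and 130 stood at or above their P2 level at P8. Of the higher ones, 1163 were past 4-fold at P8. Neurogenic factors at or above their P2 level at P8 were Bhlhe22, Bhlhe23, Btg2, Crx, Myt1, Neurod2, Neurod4, Otx2 and Sox4. Crx, a homeobox factor of photoreceptors and bipolar cells, was at 367 CPM (359 to 374) at P8 and 18.2 CPM (16.3 to 20.1) in the adult. Sox4, a factor of neuronal differentiation, was at 551 CPM (542 to 561) and 30.8 CPM (28.4 to 33.3). Insm1 and Prdm1 were lower, at 20.8% and 11.6% of their P2 levels at P8, while the median mitosis gene stood at 5.19 CPM. Transcripts of bipolar cells were higher at P8 along with the retained factors, and Grm6, their glutamate receptor, had 0 counts at P2 and 104 CPM (101 to 109) at P8, at least 909-fold higher. From the profiles over age, the paper concludes that young MG have an intermediate level of expression in which progenitor genes are retained through P8.

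**Figure D4:**
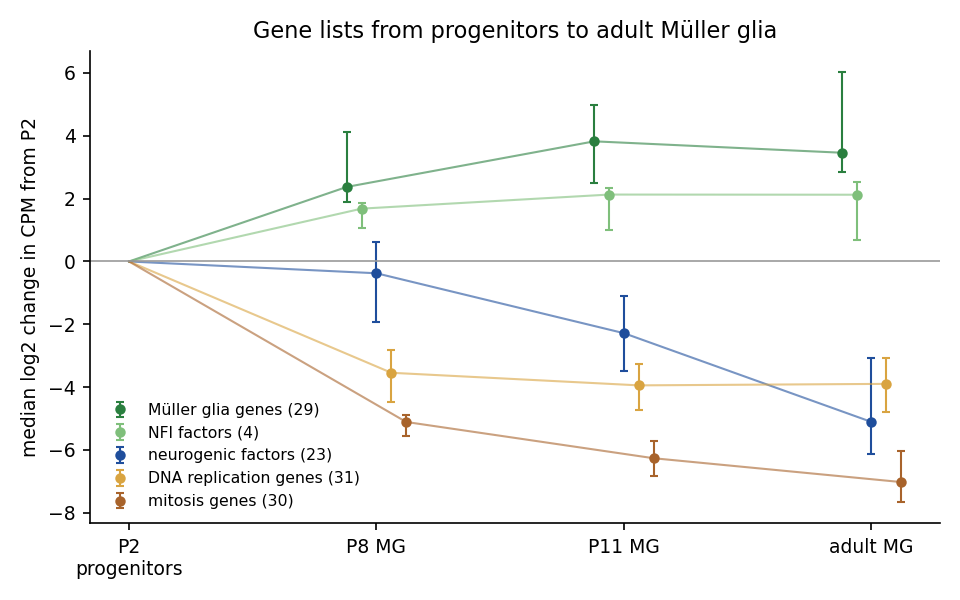
Median log2 change in CPM from P2 progenitors (vertical axis) at P8, P11 and in adult MG (horizontal axis) for the genes of MG function, NFI factors, neurogenic factors, DNA replication and mitosis, with 1 library per age. Bars are 95% order-statistic intervals over the genes of a list (the range for the 4 NFI factors), and the neurogenic factors lie near 0 at P8 and at -5.11 in the adult.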

Are the changes in gene expression between MG and retinal progenitors reflected in their chromatin accessibility? To answer this question, we compared the genes that change in their expression (GOE, LOE) with the developmental ATAC categories (GOA, SA [Shared Accessibility] LOA). To make this direct comparison, we annotated the ATAC peaks to neighboring genes using GREAT. These annotated gene lists were then overlapped with GOE and LOE gene lists, yielding a percent of total genes for GOE and LOE categories for each accessibility profile (Fig. 4D, Table S6). These overlaps demonstrate areas where expression and accessibility are both positively and negatively correlated, potentially indicating regions of positive and negative expression regulation. Accessible chromatin regions that were shared between progenitors and MG were especially highly associated with genes both in the increasing and decreasing gene expression (GOE and LOE) categories (Fig. 4D). 

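Of the paper's 1000 genes lower in MG, 954 are tied to at least 1 region shared between progenitors and MG and 569 to at least 1 progenitor-specific region, with 550 genes in both groups, 404 with shared regions alone and 19 with progenitor-specific regions alone. Mcm6 and Top2a have shared regions alone, and Foxn4 and Olig2 have regions of both kinds. The 2331 shared regions (LOE/SA) lay nearer to the promoters of their tied genes than the 2155 progenitor-specific ones (LOE/LOA). Within 1 kb of the TSS of a tied gene lay 36.6% (95% interval 34.7 to 38.6) of the shared regions. Of the progenitor-specific regions 4.83% (95% interval 3.96 to 5.82) did. The median distances to the TSS of a tied gene were 12277 bp for shared and 47916 bp for progenitor-specific regions, and the median widths 687 and 307 bp. A TSS of another gene can lie nearer and was not counted here. The classes and the ties to genes are the paper's (Table S6). Genes that gained expression were not counted here, and Table S6 has no list of them for shared regions.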

In an effort to focus on areas of positive gene regulation, we specifically looked at areas where nearby accessibility changes were positively correlated with gene expression changes. The regions of lost expression and accessibility (LOE/LOA) are best associated with Neurogenic GO categories, and this trend is continued in comparisons from P8 to Adult MG LOE/LOA (Table S7).

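Of the paper's 1000 genes lower in MG, 569 had lost accessibility at 1 region or more. Among the list members in that set of 1000, this held for 19 of 19 neurogenic factors, 6 of 6 progenitor factors shared with glia, 4 of 5 Notch pathway genes and 5 of 7 synapse genes. It held for 11 of 29 DNA replication genes and 14 of 30 mitosis genes, but also for 6 of 6 E2F and pocket protein genes and 7 of 8 chromatin factors. Neurod1, a bHLH factor of photoreceptors, went from 328 CPM (321 to 335) to 145 CPM (140.1 to 149.6) at P8 and 23.4 CPM (21.5 to 25.5) at P11. Foxn4 was at 6.69 CPM (5.72 to 7.79) and 1.35 CPM (0.911 to 1.93) at these ages. Mfng, which modifies Notch receptors, went from 76.2 CPM (72.9 to 79.6) to 31.5 CPM (29.3 to 33.7) and 10.1 CPM (8.84 to 11.5). Amacrine cell markers are in this group as well, with all 8 that are in the set of 1000. The regions of the group carried an E-box in 56.9% (95% interval 54.8 to 59.0), against 49.0% (47.0 to 51.1) in matched P2 regions. The paper's table of these genes had been seen when the lists were written, and no enrichment of lists was tested.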

By overlapping the ATAC-seq data with the gene expression results, we were able to better define some of the differences in transcription factor expression and putative binding at gene-associated regions that might be positively regulating the difference in neurogenic competence between these two cell types. For example, LOE/LOA regions were enriched for binding motifs for proneural bHLH factors, whereas those genes that gain accessibility and expression (GOE/GOA) were enriched for binding motifs for NFI and ROR (Fig. 4E). These results are in line with those obtained from the analysis of the ATAC seq results (described above), indicating that the binding motifs that differed between these cells were associated with those genes that similarly changed in expression. 

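In the LOE/LOA regions near genes such as Dll1, Foxn4 and Olig2, the E-boxes preferred by proneural bHLH factors were more frequent than in other P2 regions of like width and GC content. CAGVTG was present in 68.1% (95% interval 66.1 to 70.0) of the 2155 regions, against 61.4% (59.6 to 63.3) in matched sets. CAKATG was present in 37.3% (95% interval 35.3 to 39.4) against 31.1% (29.2 to 33.1), and CAGSTG in 55.6% (95% interval 53.5 to 57.7) against 49.9% (47.9 to 51.6). The density of CAKATG in the middle of these regions was 1.39 (95% interval 1.19 to 1.62) times that in the flanks. NFI sites showed no such difference in their share, at 20.2% (95% interval 18.5 to 21.9) against 20.7% (19.2 to 22.4). Their density in the middle was still 1.27 (95% interval 1.03 to 1.57) times that in the flanks. Within 200 bp around the centre of each region the ratio of the CAGVTG share to that of matched sets was 1.16. All P2 regions not called at P8 showed an excess too, with CAGVTG in 64.5% against 56.9% in their matched sets. The excess is thus not particular to LOE/LOA regions. GOE/GOA regions, which are specific to adult MG, were not among the deposited lists, and ROR sites were not counted.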

Transcription factors that bind to these motifs were also found to change expression in accordance with changes in motif accessibility (Fig. 4F,G). 

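Ascl1, Neurog2 and Olig2 were lower in adult MG than in progenitors, and NFI factors were higher. At P8 not every bHLH factor was lower, as Neurod4 was 1.52-fold higher (95% interval 1.48 to 1.56). All 4 NFI genes were at least 2-fold higher at P8, with a median log2 change of 1.68 (range 1.05 to 1.87), which lay at percentile 98.7 of 10000 random gene lists of like expression. In the adult 3 of 4 were, with a median of 2.12 (range 0.69 to 2.54). Nfia went from 52.2 CPM (49.5 to 55.1) to 179 CPM (174 to 184) at P8 and 197 CPM (191 to 203) in the adult, Nfix from 105 CPM (101 to 109) to 385 CPM (378 to 393) and 531 CPM (521 to 541), Nfic from 45.8 CPM (43.2 to 48.4) to 138 CPM (133 to 143) and 267 CPM (260.1 to 275), and Nfib from 164 CPM (159 to 169) to 339 CPM (332 to 347) and 264 CPM (257 to 271). Of the bHLH factors, Ascl1 was at 370.3 CPM (363 to 378) at P2 and 0.400 CPM (0.173 to 0.788) in the adult, from 8 counts. Neurog2 went from 68.6 CPM (65.4 to 71.8) to 14.2 CPM (12.6 to 15.9), and Olig2 from 39.6 CPM (37.2 to 42.0) to 0 counts. The LHX and SOX factors split, with 6 of 14 lower and 4 higher and a median of -0.36 (95% interval -3.25 to 1.60). Lhx2 was 1.80-fold higher (95% interval 1.76 to 1.86) in the adult and Sox9, a factor of progenitors and MG, 3.58-fold higher (95% interval 3.45 to 3.72), while Lhx4, a factor of bipolar cells, was 144-fold lower (95% interval 56.1 to 531). The ROR and other nuclear receptor genes had a median of 0.23 (95% interval -0.63 to 2.39), with 5 of 16 higher. Rora went from 68.0 CPM (64.9 to 71.2) to 124 CPM (119 to 129), Rorb from 770.2 CPM (759.6 to 781) to 361 CPM (353 to 369.6) and Rorc from 3.29 CPM (2.63 to 4.07) to 49.4 CPM (46.4 to 52.6).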

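Genes of cell division, such as Mki67, Top2a, Ccna2 and Mcm6, that were lower in MG were tied to regions accessible at both ages. Among the paper's 1000 lower genes, all 30 of the mitosis list and all 29 of the DNA replication list had at least 1 shared region. So did 18 of 19 neurogenic factors, all 5 Notch pathway genes and 954 of the 1000 genes. Shared regions alone, with no progenitor-specific one, were tied to 18 of the 29 replication genes, 16 of the 30 mitosis genes and 0 of the 19 neurogenic factors, against 404 of the 1000. Ccna2, a cyclin of DNA synthesis and mitosis, went from 403 CPM (396 to 411) in P2 progenitors to 11.8 CPM (10.5 to 13.2) in P8 MG, and in adult MG it was 82.3-fold lower (95% interval 67.5 to 101). The gene 2810417H13Rik, whose protein binds the replication clamp, went from 182 CPM (177 to 187) to 2.04 CPM (1.52 to 2.69) and 1.00 CPM (0.611 to 1.54). The single P2 region nearest to Mcm6 was still called at P8, and the single one nearest to 2810417H13Rik was not. The shared class of a region is the paper's, and the lists' enrichment was not tested.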

Interestingly, genes with accessible peaks in both MG and progenitors (shared accessibility), which lost expression in mature MG (LOE/SA) are associated with the mitotic cell cycle (HyperGTest, p-value = 5.89 × 10^–23^). These regions were enriched for the binding motif for the cell-cycle regulator E2F transcription factor (Fig. 4D,E). These observations suggest that the differences between progenitor cells and MG in their cell proliferation may not be regulated by changes in chromatin accessibility.

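The E2F site (GGCGGGAA), bound by factors that switch on genes of DNA synthesis, was present in 230 of 2331 LOE/SA regions, or 9.87% (95% interval 8.69 to 11.2), against 6.69% (5.75 to 7.64) in matched sets of P2 regions. In LOE/LOA regions it was present in 1.81% (95% interval 1.29 to 2.47), against 2.32% (1.72 to 2.97). Its density in the middle of the LOE/SA regions was 2.72 (95% interval 1.56 to 4.81) times that in the flanks. All P2 regions still called at P8, near any gene, held the site in 10.6%, against 7.89% (7.44 to 8.31) in their matched sets. Their ratio of central to flanking density was 1.78 (95% interval 1.44 to 2.19). In P2 regions not called at P8 the share was 2.30% against 3.46%, and the density ratio 1.93. Neither the excess nor the central density is thus particular to LOE/SA regions, and the matching did not cover distance to a TSS. Several E2F factors, named here as examples, were lower in P8 MG. E2f7 went from 119 CPM (115 to 124) at P2 to 1.68 CPM (1.21 to 2.28) at P8, E2f8 from 144 CPM (139.6 to 149) to 1.64 CPM (1.18 to 2.23), and E2f1, an activator, from 229 CPM (223 to 235) to 44.2 CPM (41.6 to 46.9). Rb1, the pocket protein that restrains E2F, went from 134 CPM (130.1 to 139) to 391 CPM (383 to 399.9) in the adult. Over the 13 genes of this group, 8 were at least 2-fold lower and 2 higher in the adult, with a median log2 change of -1.15 (95% interval -4.39 to 0.09). Of 6 measured inhibitors of cyclin-dependent kinases, 2 were lower and 2 higher at P8, with a median of 0.47 (95% interval -3.17 to 1.94). Cdkn1c was 3.83-fold higher (95% interval 3.54 to 4.15) at P8, and Cdkn1b was at 305 CPM (298 to 312) at P2 and 325 CPM (318 to 332) at P8. CTCF sites were also more frequent in LOE/SA regions than in matched sets, at 13.8% (95% interval 12.4 to 15.2) against 9.65% (8.41 to 10.9).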

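Regions tied to genes such as Top2a and Mcm6, which lost expression while their chromatin stayed accessible, were often still called in P8 MG. Of the LOE/SA regions, 1259 were, or 54.0% (95% interval 52.0 to 56.0), against 43.7% (42.0 to 45.3) in random sets of P2 regions of like width. Of the 954 genes, 862 kept at least 1 such region. Of the LOE/LOA regions, 91 were still called, or 4.22% (95% interval 3.41 to 5.16), against 23.7% (22.2 to 25.2), and 71 of 569 genes kept at least 1. Both classes were defined by the authors on adult MG, so the regions were chosen for being shared with or absent from MG. At E2f2, an activator of DNA synthesis, none of its 5 P2 regions was called at P8. From the shared accessibility of cell cycle genes, the paper proposes that the difference in proliferation between progenitors and MG may not be regulated by chromatin accessibility.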

### Ascl1 is sufficient to induce neurogenesis in immature MG

Our previous results showed that the chromatin landscape may play a role in limiting the competence of MG to regenerate neurons: HDAC inhibition is necessary for ASCL1 to reprogram adult MG to neurogenic progenitors, but this inhibition is not necessary in younger MG^8,9^. Given the increased chromatin accessibility at progenitor genes of immature MG at P8 (compared with mature MG), we predicted that P8 MG might be more easily reprogrammed to a neurogenic state. To test the hypothesis, we overexpressed *Ascl1* in retinal progenitors and MG at various times during postnatal development. In order to trace the lineages of retinal progenitors and MG, we used a tamoxifen-inducible creER mouse driven by one of two promoters to activate a fluorescent reporter. For control mice, we used *Glast-CreER:flox-stop-*

*CC-GFP*; mice received an intraperitoneal injection of tamoxifen to initiate the recombination at P0, P4, P8, or P12, and were collected at P21. Reporter expression was observable within 24 h of tamoxifen injection in P8 mice (Figure S7). Cell identities were classified by cell body localization, morphology, and staining for OTX2 and SOX9. The promoters are glial-specific in adult mice, but are expressed in retinal progenitors at P0. When cells were lineage traced at P0, the late-born types of neurons are present in the progeny: 72.6% of GFP + cells had a photoreceptor fate, 22.7% were bipolar cells, and the remaining cells were MG (Fig. 5A–C). These are similar to the ratios found when these cells that are birth-dated at this age in mice^11^. Lineage tracing at P2 leads to 18% rods, 37% bipolar cells, and the remaining were MG (Fig. 5C). By P4, the percentage of GFP + neurons was significantly reduced with only 2.72% of cells having a bipolar cell fate, while the remainder throughout the retina were MG (Fig. 5B). At the far retinal periphery however, some retinal progenitor cells were still present at P4, and so some rods and bipolar cells were observed in this area (Figure S7 C). These results demonstrate that murine retinas retain multipotent progenitor cells for the first 3–4 postnatal days. In mice older than P4, 100% of GFP + cells were MG in central retinal regions, though some neurons were present in the lineage in peripheral retina. From P8 and on, 100% of GFP + cells were MG throughout the retina.

**Figure 5:**
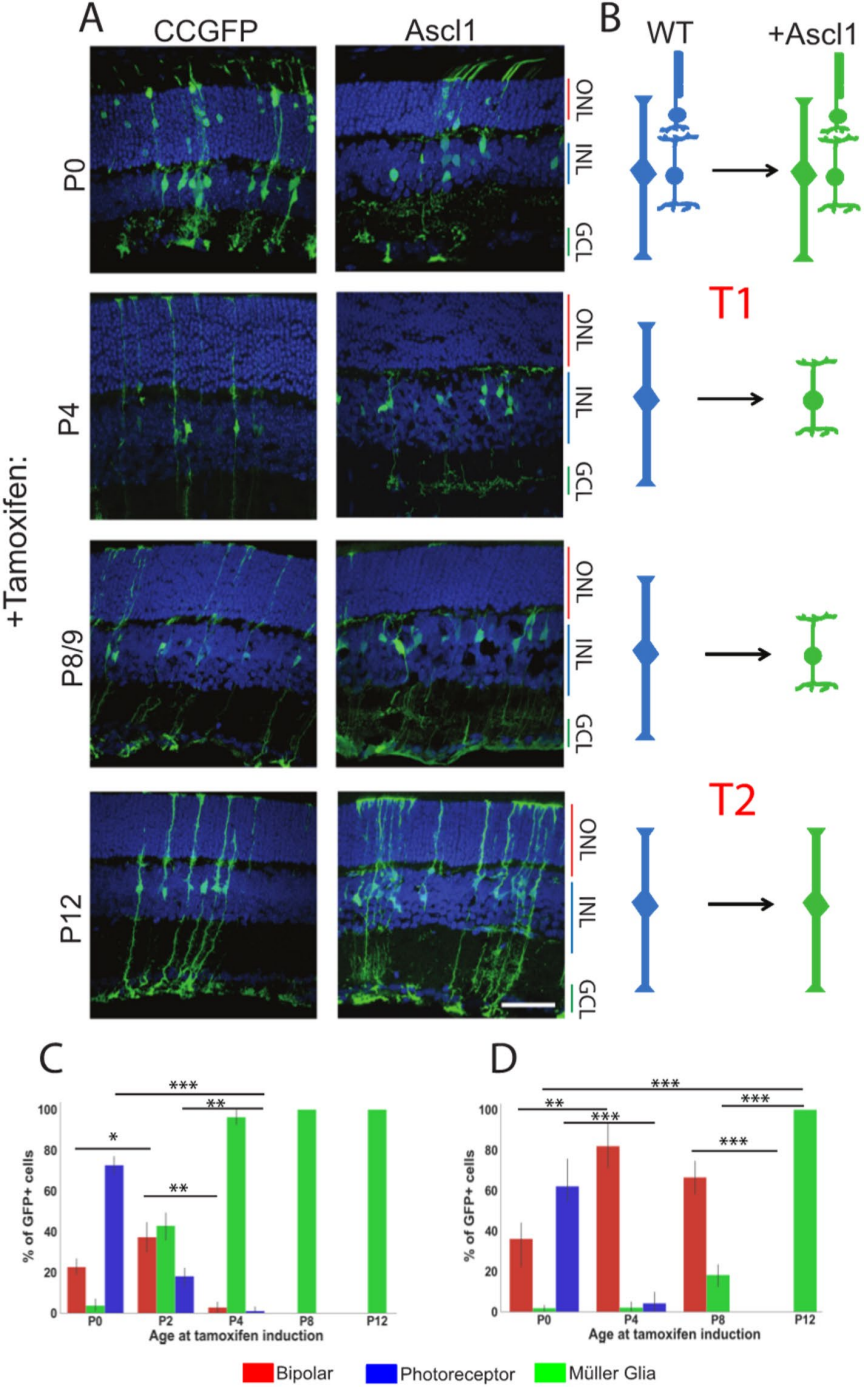
*Ascl1* overexpression at young ages is sufficient to generate bipolar neurons. (**A**) Cell tracing of progenitors and MG was induced with *CC-GFP* or *Ascl1-ires-GFP* on a *Glast* promoter at P0, P4, P8/9, and P12. All analyzed at P21. Scale bar 50 um. (**B**) Graphical summary of reprogramming observed with Ascl1. (**C**) Cell counting quantification of GFP cell tracing in (**A**). (**D**) Cell counting quantification of Ascl1 induction tracing in (**A**).

To determine whether immature MG can be reprogrammed to a neurogenic state with Ascl1 alone, we drove expression of Ascl1 at the same ages that we had used to trace WT cells. We used a previously described system for driving Ascl1 in MG: *Glast-CreER;Flox-stop-LNL-tTA;TetOCMV-Ascl1-ires-GFP*^8,9^. With the induction of *Ascl1* expression at P0, while there appears to be a trend in increasing bipolar cells, ratios of GFP + neurons were not statistically significantly different from WT lineages. This suggests that the level of *Ascl1* is expressed at sufficient levels in retinal progenitors to sustain neurogenesis, and that additional *Ascl1* has little effect. At P4 and P8, however, over-expression of *Ascl1* in immature MG has a dramatic effect on the cells: 75% and 65% of GFP + cells, respectively, are now bipolar neurons, with few—if any—photoreceptor neurons. When we delay induction of *Ascl1* to P12, however, 100% of GFP + cells are now MG, and at this age, expression of *Ascl1* alone is no longer sufficient to reprogram the MG to neurons, similar to results previously reported (Fig. 5A,D)^8^. These results show there is a rapid change in the competence of cells to generate rods with *Ascl1*-overexpression summarized in Fig. 4B. Some major change (Transition [T]1) occurs at P4 in the progenitor cells as they become MG to restrict the ability of ASCL1 to generate rods. A second major change (Transition [T]2) appears to control the ability of MG to generate bipolar cells, and this occurs after P8. After this time, damage to the retina and inhibition of histone deacetylases is needed to induce neurogenesis from the MG.

### Retinal neuron chromatin overlaps similarly with progenitor and MG

The changes in neurogenic competence that occur as cells transition from progenitor cells to MG even with forced *Ascl1* expression might be due to changes in their epigenome. To determine if DNA accessibility might underlie these differences in (1) neurogenic competence, and (2) fate restriction to predominantly bipolar cell neurogenesis, we compared ATAC-seq data from progenitor cells, MG, rod photoreceptors^30^, and bipolar cells^9^ (Fig. 6A). We found that both progenitor cells and adult MG accessible regions overlapped with rods by approximately 19 k peaks or 47.5% of glial/progenitor-accessible domains (Fig. 6B,D). A similar analysis of bipolar cells and retinal progenitors or MG gave very similar results: bipolar cell accessibility overlapped with progenitor accessible regions by approximately 20 k peaks (50% of progenitor domains), and with MG accessible regions by approximately 17 k peaks (42.7% of glial domains) (Figure S7). For all overlaps, GO categories were similar between comparisons to progenitors or MG (Table S8). As OTX2 is important in the generation of both cell types^31^, we looked for central enrichment of this motif (TAATCCY) in both neuronal-specific and MG-shared accessible regions. For rods, the rod-specific accessible regions (ie. not present in the MG or the progenitor cells) are strongly centrally-enriched for OTX2 binding sites (Fig. 6C,E). We did not see a similar central enrichment for OTX2 in the accessible regions shared between rods and progenitor cells or rods and MG, or in those regions specific to progenitors or MG. A similar analysis of the overlapping and uniquely accessible regions for bipolar cells and either MG or retinal progenitors gave strikingly similar results: the accessible regions that are unique to bipolar cells and not shared with progenitor cells or MG show central enrichment for the OTX2 binding motif; but, regions shared among these cell types did not have this signature (Figure S8). Thus, the ability of ASCL1 to promote the bipolar fate is not due to MG having an epigenome that is more similar to bipolar cells than rod photoreceptor cells in OTX2 accessible sites.

**Figure 6:**
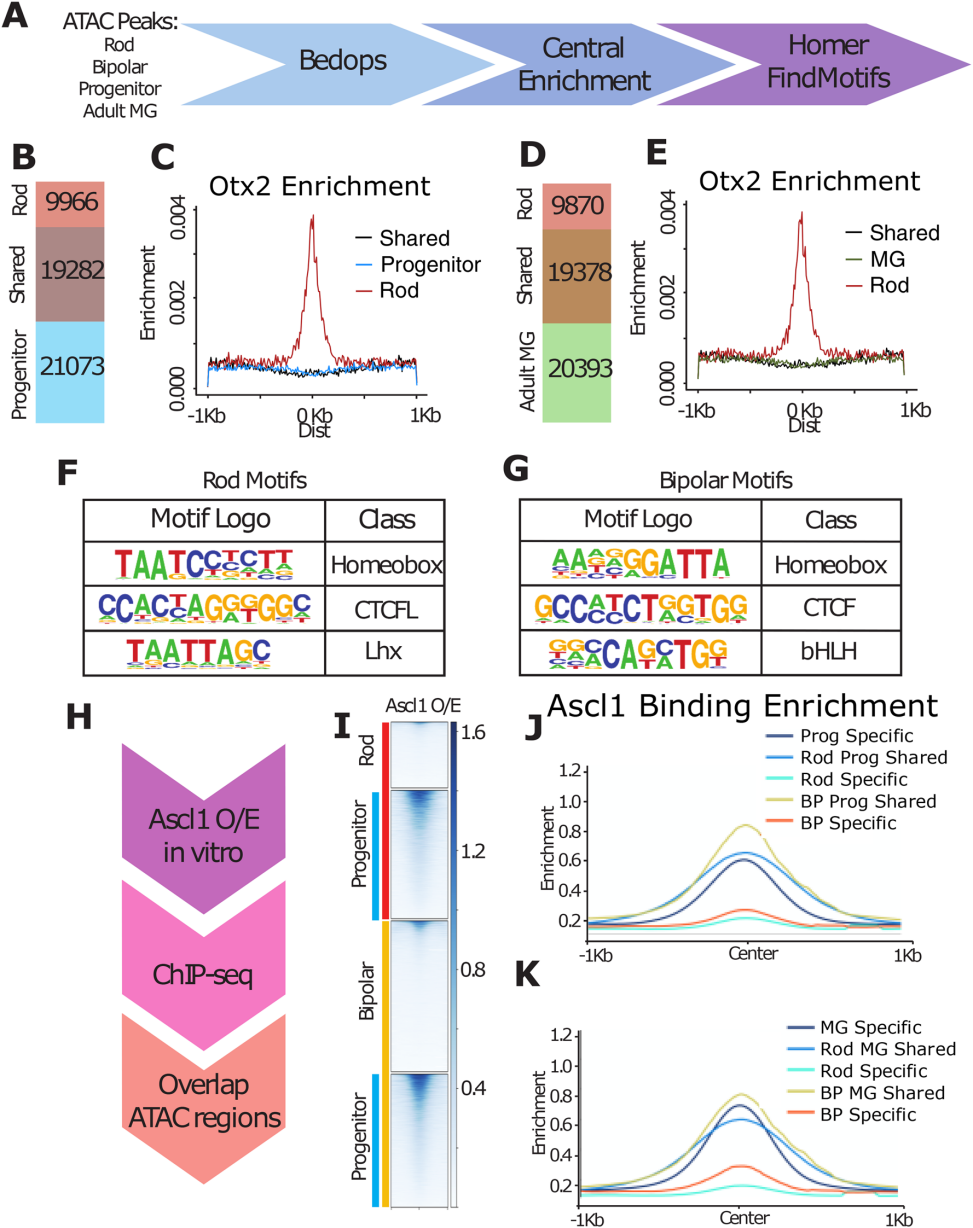
Ascl1 binding to accessible regions of rods and bipolar cells. (**A**) Analytical design comparing the accessible regions in neurons^9,30^ (ATAC-seq from progenitors and MG). (**B**, **D**) Rod chromatin accessibility overlaps with both progenitor (**B**) and adult MG (**D**) accessibility by 19 k regions. (**C**, **E**) OTX2 predicted central enrichment is high in Rod-specific accessible regions, and low in regions shared with progenitors (**C**) and adult MG (**E**). (**F**, **G**) Predicted motifs for rod-specific (**F**) and Bipolar-specific (**G**) accessible regions. (**H**) Experimental design for ASCL1 ChIP-seq. (**I**) ASCL1 ChIP-seq read density (RPKM) in Rod, Bipolar, and Progenitor accessible regions. (**J**, **K**) Central enrichment (RPKM) for ASCL1 binding in rod, bipolar, and progenitor (**J**) or adult MG (**K**) accessible regions.

Overall motif enrichment in rod and bipolar neurons was additionally quite similar. Rod-specific regions—when comparing to either MG or progenitors—were enriched for homeobox and CTCF domains (Fig. 6F, Table S2). Shared accessible regions in both comparisons showed enrichment for CTCF, KLF, and ETS binding motifs. Bipolar cell accessible regions that were shared with both progenitor cells and MG also showed enrichment for these TF binding motifs. Interestingly, in both comparisons, bipolar cell-specific accessibility demonstrated enrichment not only for homeobox domains, but also for proneural bHLH domains (Fig. 6G). The presence of bHLH accessibility in bipolar cells may underlie the fact that MG primarily generate bipolar cells with the overexpression of *Ascl1*.

### ASCL1 binding sites are enriched in bipolar-specific accessible regions

These results imply that bHLH transcription factors such as ASCL1 may play a specific role in directing MG to a bipolar cell fate. We next looked at predicted central enrichment of ASCL1 in these neuronal populations. Rod-specific accessible regions enriched over progenitors or adult MG demonstrated some central enrichment of predicted ASCL1 binding motifs, though the overall enrichment did not appear to be notably elevated from regions with accessibility shared with progenitors or MG. By contrast, bipolar cell accessible regions that are specifically enriched over progenitors or adult MG had distinct central enrichment of predicted ASCL1 binding sites, which is also found in shared accessible regions, though to a lesser extent (Figure S8).

In addition to this predictive analysis, we compared neuronal accessibility to Ascl1 binding when overexpressed in cultured MG (Fig. 6H). Regions predicted to be enriched in ASCL1 binding in retinal neurons demonstrated that Ascl1 also binds more strongly to bipolar accessible domains as compared to rod accessible domains (Fig. 6I). Ascl1 binding was highest for progenitor and glial-shared accessible regions, but there was distinct central enrichment for ASCL1 binding in bipolar-specific accessible domains (Fig. 6J,K, Figure S9). Binding of ASCL1 ectopically demonstrates that expression of this TF in MG may further direct fate decisions more towards bipolar interneurons than photoreceptor neurons.

## Discussion

In this study, we have explored the epigenetic profile of retinal progenitors and MG alongside their gene expression profile as these cells change in their neurogenic potential. We have demonstrated epigenetic evidence of putative cis-regulatory elements that change in accessibility through development and potentially regulate the maturation and neurogenic potential of the MG. Furthermore, we have shown that the intermediate profile of immature MG allows for improved reprogramming to bipolar neurons, thus revealing transition states in the neurogenic potential of immature mammalian glia.

In order to explore the potential mechanisms for regulation of epigenetic regenerative capacity in the mammalian MG, we performed ATAC-seq on postnatal neurogenic retinal progenitors as well as on developing and mature MG. We found that the epigenomic landscape of progenitors and mature MG were very similar, with approximately 60% of progenitor accessible domains shared with mature MG, consistent with similarities in gene expression between progenitors and MG^15,32^. These shared regions include glial-expressed genes as well as progenitor-specific genes and were particularly enriched around promoter regions. Cell-type specific accessible regions were enriched in intronic and intergenic regions of the genome, consistent with previous evidence that enhancers may be more dynamic during development^33^.

Accessible regions that were enriched in the retinal progenitors were specifically associated with developmental and neurogenic genes. This was reinforced by expression analysis, demonstrating that progenitor-specific genes, enriched in GO categories associated with early development and neurogenesis, showed more than 2 logFC compared with MG. Many regions of accessibility that were reduced or lost as the MG mature were associated with these same genes that lost expression during postnatal development, reinforcing that accessibility correlates with expression. Motif enrichment analysis of the progenitor-specific accessible domains revealed specific enrichment in bHLH binding domains. This class of transcription factor is well-characterized as part of the retinal developmental process, though there are many variations of E-box motifs in the genome that are relatively specific to different bHLH domains. Aydin et. al 2019 recently described variations of E-box specificity that contribute to neuronal subtype (CAGSTG for ASCL1 and CAKATG for NEUROG2)^19^; we found a nonspecific E-box enriched by HOMER, consistent with progenitor cell potential to generate multiple types of neurons (both excitatory and inhibitory), with the fourth position in the motif being equally probable to be A or C. However, assaying for specific E-box motifs demonstrates a preference for the ASCL1 motif throughout. The loss seen in bHLH binding motifs in the transition from progenitors to MG reflects the decline in expression of ASCL1 and related bHLH TFs as progenitors transition to MG.

As MG mature, the cells increased in both accessibility and expression associated with genes important for glial function. There was a correlation between increases in nearby accessible chromatin and genes that increased in expression during glial maturation. Young MG in particular had a unique intermediate profile. Glial genes that were highly increased in expression in adult MG gain accessibility before P8, but this is not accompanied by a similar drop in progenitor gene expression.

Cis-regulatory accessibility continued to change and develop during MG maturation. While many enriched motif classes were common between decreasing and increasing accessibility, the NFI binding motif was uniquely enriched in the developing glia. NFI domains were similarly enriched surrounding genes that increase expression and gain accessibility, indicating a putative role in the development and maturation of the glial fate. These NFI domains were enriched in accessible regions even in the younger P8 MG, consistent with evidence for an intermediate profile of immature MG. NFI transcription factors are relevant to the developing glia as they are well known for their role in CNS glial development^24,34,35^. In addition, NFIA/B/X are expressed in retinal progenitors and MG, and conditional knockouts of these transcription factors in the developing retina are associated with defects in gliogenesis and the production of bipolar neurons^36^. NFIB has been associated with neurogenesis as a downstream factor from PAX6^25^, and this increase in enrichment for NFI binding sites could still be associated with multiple fate decisions including neurons. However, this could still direct fate decisions, especially as changes to NFI expression in development predominantly affects the generation of MG and bipolar neurons, and has less of an effect on rods^36^. As progenitors develop, there is an acquired association of NFI motifs with LHX2 binding sites, which may be related to guiding the neurogenic potency of late retinal progenitors^37^.

Though RNA-seq and ATAC data demonstrate epigenomic changes that co-occurred with changes in gene expression, not all gene expression changes were associated with changes in accessibility. This is best demonstrated with cell cycle and proliferation-related genes. These regions are associated with E2F binding motifs, consistent with their roles in regulating mitotic proliferation^38,39^. Expression of genes associated with the mitotic cell cycle declined as progenitors withdrew from the cell cycle. However, regions of accessibility associated with these genes changed little in their accessibility between progenitors and MG. This suggests that the loss of proliferative capacity in maturing MG may not be limited by epigenetic accessibility.

Our results showed that the immature (P8) MG have an epigenome intermediate between the progenitors and adult MG. Since efficient reprogramming of mature MG requires a combination of ASCL1 and HDAC inhibition, we postulated that the P8 MG might be more efficiently reprogrammed to a neuronal fate with Ascl1 alone. We found that induction of Ascl1 alone in immature MG was indeed capable of inducing a neuronal/bipolar cell fate, consistent with our hypothesis that epigenomic changes in accessibility limit mature MG from regeneration. Interestingly, the P8 MG already appeared to be fate restricted with respect to the types of neurons produced from *Ascl1* over-expression, with two distinct transition periods. In newborn mice, lineage tracing and birthdating studies have shown that progenitors generate three types of neurons: rods, bipolar cells and amacrine cells^11^; however, early in MG development (e.g. P4), the MG cells lose their ability to generate photoreceptors and amacrine cells (T1), even with *Ascl1* over-expression. Somewhat later in MG development (eg. P10) as the cells mature, they lose their ability to generate bipolar cells from *Ascl1* over-expression alone, though the addition of HDAC inhibitors and injury can restore their neurogenic potential^8,9^.

Do changes in accessible chromatin account for the bipolar fate restriction that occurs during the T1 transition? To address this question, we compared the open chromatin landscape of bipolar cells and rod photoreceptors to determine the degree of similarity between these neuronal cell types and MG or progenitors. Overall, the shared accessible regions between progenitors and either type of neuron (rod or bipolar cell) were very similar to the shared regions between MG and these types of neurons. Moreover, the newly accessible sites in rods or bipolar cells were not present in either progenitors or MG. Thus, the degree of similarity in accessible chromatin between progenitors or MG, on the one hand, and rods or bipolar cells, on the other, are not sufficient to explain the bias in bipolar cell generation from MG. Nevertheless, in comparing neuron-specific accessible regions from rods and bipolar cells, we found that bipolar cell-specific accessible regions were more highly enriched for bHLH motifs than rod-specific accessible regions. Also, over-expression of *Ascl1* in MG results in ASCL1 binding to more bipolar cell-specific accessible regions than rod-specific regions. Similar enrichment for E-box accessibility in a variety of bipolar cells was also shown by Murphy et al.^40^ and this may help to explain why the overexpression of *Ascl1* in MG preferentially generates bipolar cells in vivo, though the factor is necessary for the generation of both bipolar cells and photoreceptors during development. Our results thus suggest that a reprogramming strategy using *Ascl1* alone will be unlikely to regenerate rod photoreceptors, and additional transcription factors will likely be needed.

In sum, we have characterized the ways in which the accessible chromatin landscape changes as retinal progenitors differentiate into MG. Developing MG lose expression of neurogenic genes and accessibility of related cis-regulatory elements, and gain accessibility of glial-defining NFI binding sites. However, young MG demonstrate intermediate profiles. By P8, MG demonstrate early gains in NFI binding sites, while retaining progenitor-like expression and accessibility. This intermediate profile translates into neurogenic potential: prior to P12 overexpression of *Ascl1* alone is sufficient to induce neurogenesis in MG. The affinity for bipolar neurons appears to be in part due to the preference of ASCL1 for binding to bipolar cell specific accessible regions, and not due to inherent overlaps in MG chromatin accessibility with bipolar cells vs rods. Overall, our results show unique transition states in the development of glial cells that restrict their neurogenic potential, which correlate with changes in the epigenome.

## Methods

All methods were carried out at the University of Washington in accordance with approved guidelines and regulations.

### Mice

All mice were housed at the University of Washington Department of Comparative Medicine. All procedures were carried out using protocols approved by the University of Washington’s Institutional Animal Care and Use Committee. Mice expressed Cre-recombinase under the *Glast* promoter from Jackson Labs with *Rosa-flox-stop-tTA* (Jackson labs) in combination with either *tetO-mAscl1-ires-GFP* (M. Nakafuku University of Cincinnati) or *CCGFP*, These mice have a mixed background of 129/SvJ and C57BL/6 J*.* Mice having *EGFP* knocked-into the *Sox2* open reading frame were obtained from Jackson Laboratories (Stock: 017,592) and bred to generate P2 litters^10^. *Rlbp1CreERT2* mice were crossed to *R26*-*stop*-*flox*-*CAG-tdTomato* mice (Jackson Labs, also known as Ai14; 129SvJ background). Mice of both sexes were used for this study and analyzed together in their respective treatment groups. Mouse and cell numbers utilized are catalogued by experiment in Table S9.

### Previously published data

SRA accession numbers for all referenced datasets used in this study are listen in Table S10.

### Injections

Intraperitoneal injections of 50 μl of tamoxifen (Sigma) at 100 mg/kg in corn oil were given to induce expression of Ascl1 and GFP. Tamoxifen was administered once for P0 or P4 induction, for 2 consecutive days in mice aged P6-P9, or 4 consecutive days for older ages. Transgenic expression is detectable within 24 h.

### IHC and cell counts

For lineage tracing with *GFP* and *Ascl1* induction, animals were euthanized and the eyes removed for dissection and removal of the cornea and lens. Eyes were then fixed in 4% PFA in PBS for 1 h before being transferred to a 30% sucrose in PBS solution and kept overnight at 4 °C. Eyes were then frozen at − 80 °C in O.C.T. (Sakura Finetek) and sectioned to 14 μm by cryostat (Leica). Slides were incubated at room temperature in blocking solution (10% normal horse serum, 0.5% Triton X-100, in PBS) for 1 h. Slides were then incubated overnight at 4 °C in primary antibody diluted in blocking solution. Slides were then washed three times in PBS for 15 min each before a 1 h room temperature incubation in secondary antibodies (Life Technologies) in PBS. Slides were washed once before being incubated 5–10 min with 1:10,000 DAPI (Sigma) in the dark. At this point, slides were washed three times in PBS and coverslipped with Fluoromount-G (SouthernBiotech). Primary antibodies: goat anti-SOX2 (Santa Cruz, 1:500), mouse anti-HUC/D (Invitrogen, 1:100), chicken anti-GFP (Abcam, 1:500), goat anti-OTX2 (R&D Systems, 1:100), rabbit anti-RCVRN (Millipore, 1:1,000).

Section imaging was performed using an Olympus Fluoview confocal microscope, and random fields throughout the retina were sampled for cell counts. Cell types were identified and counted by localization within the retina, cell morphology, and marker co-staining for OTX2 and SOX9. Significance values between treatments were determined by one-way ANOVA with a post-hoc tukey test or by t-test.

### FACS^17^

Retinas were isolated via dissection away from surrounding tissues and then washed in PBS. Fluorescence was confirmed via live imaging under an inverted fluorescent microscope (Zeiss). Retinas were then incubated on a nutator in Papain and DNase I for 10 min at 37 °C. Retinas were then triturated to generate a single-cell suspension and transferred to a tube containing an equal volume of Ovomucoid. The suspension was then spun down at 300* g* for 10 min at 4 °C. Cells were resuspended in a solution of 100:1:1 Neurobasal:DNase:Ovomucoid, and passed through a 35 μm filter before sorting using a BD FACSAria III Cell Sorter (BD Biosciences). Gating was performed to isolate intact cells from debris and to isolate positive fluorescent glial or progenitor cells. Progenitor cells were isolated from SOX2 + Amacrine cells by removing the higher fluorescent neuronal population. Positive fractions containing fluorescently labelled MG were then spun down at 300* g* and resuspended for the appropriate assay.

### ATAC

Purified cells from live-cell FACS were input into a 15 μl transposase reaction with an input of 100 k cells in a protocol modified from the Greenleaf lab^41^. Transposition was carried out with reagents from the Nextera DNA Sample prep kit: 7.5 μl 2X TD Buffer, 0.75 μl Tn5 Transposases, and nuclease-free water to 15 μl. The reaction was mixed and incubated at 37 °C for one hour before being purified with the Qiagen Reaction Cleanup Minelute kit and eluted into 10 μl. Libraries were prepared through subsequent PCR using Illumina Nextera kit (Cat. No. FC-121–1,030) using a test qPCR output to estimate the number of cycles necessary to properly amplify the library. Amplified libraries were purified with the Qiagen PCR cleanup minelute kit and eluted into 20 μl. Library QC was performed using gel electrophoresis, and quantitated on a Qubit 3.0 Fluorometer with the dsDNA HS Assay kit and A260/280 and A260/230 checked by nanodrop before sending for Illumina NextGen sequencing on a Next Seq 500 in rapid mode employing a paired-end 50 base read length sequencing strategy (Seattle Genomics). Adapter and barcode sequence were removed from the reads and low-quality sequences (Phred score < 33) were removed using Trim Galore^42^. Remaining reads were mapped using Bowtie2^43^, marking duplicate reads with Picard (https://broadinstitute.github.io/picard/), and removing reads using Samtools^44^. Alignment data was normalized for coverage using a custom R script (https://rpubs.com/achitsaz/98857) and visualized using the Integrated Genomics Viewer^45^.

### Peak calling and comparison

Peaks were called using HOMER^46^ findPeaks dnase style with a minimum distance of 415 and size of 150. BEDOPS -e 1 and -n 1 functions were used to compare peak files for binary peak differences^14^. For differential accessibility comparisons, the R package EdgeR^47^ was used to compare all peak regions between two ATAC samples against the reads of each file as previously described. The RSubread^48^ function featureCounts was used to generate a matrix of counts per million across all peaks. The counts matrix was filtered against low-reads rows and in the case of any sample that is more deeply sequenced than another, the EdgeR^47^ function thincounts was used to thin one sample randomly to the level of the lower depth of sequencing. Dispersion, fitting and differential signal testing were performed using negative binomial generalized linear models as specified in the edgeR guide. Cumulative differences in accessibility at each gene were calculated as the sum of the fold differences of all peaks nearest to each gene. Peaks of interest were identified by selecting for those with a log2FC above 2, and the top 1 k peaks up and down were selected by log2CPM. The peakIDs for each of these regions were used to generate new peak files and perform further analysis.

### ASCL1 Chromatin Immunoprecipitation-Sequencing (ChIP-Seq)

P0 retinas or cultured, post-natal day 12, Müller glia (+ /- Ascl1 overexpression, rtTA germline:tetO-Ascl1-ires-GFP mice ± doxycycline) were digested with papain/DNase to single cells and fixed with 0.75% formaldehyde for 10 min at room temperature. Sonication was performed with a probe sonicator (Fisher Scientific): 12 pulses, 100 J/pulse, Amplitude: 45, 45 s cooling at 4 ºC between pulses. Immunoprecipitation performed with 40 mL anti-mouse IgG magnetic beads (Invitrogen Cat: 110.31) and 4 mg mouse anti-MASH1 antibody (BD Pharmingen Cat: 556,604) or 4 mg mouse IgG against chromatin from 5 million cells per condition according to Diagenode LowCell Number Kit using IP and Wash buffers as previously described^20^. Libraries were prepared with standard Illumina adaptors and sequenced to an approximate depth of 36 million reads each. Sequence reads (36 bp) were mapped to the mouse mm9 genome using bwa (v 0.7.12-r1039). Merging and sorting of sequencing reads from different lanes was performed with SAMtools (v1.2). The HOMER software suite was used to determine and score peak calls (‘findPeaks’ function, v4.7) as well as motif enrichment (‘findMotifs’ function, v4.7, using repeat mask). Reads were aligned to the mm9 genome using Bowtie2. The .sam files were converted to sorted .bam files using SAMtools. MACS2 was used to call peaks with default settings using the broad peaks annotation. Peak overlap analyses were performed using BEDOPS. The control ASCL1 ChIP-seq .bam file was downsampled by a factor of 0.69 to normalize the number of mapped reads over the common peaks found between treatment and control samples. This downsampled .bam file was used for all analyses. Differential accessibility analysis in ASCL1 ChIP-seq peaks was determined using edgeR as detailed in the edgeR user guide.

### Bulk RNA seq

For RNA-Seq, FAC-sorted cells were resuspended into Qiazol and RNA was extracted using the Qiagen RNeasy MinElute kit. Samples were tested for QC using nanodrop, and sent for sequencing. 500 ng per sample (50 ng μl^−1^) was sequenced on an Illumina HiSeq and reads that passed Illumina’s base call quality filter were mapped to mm10 using TopHat v2.0.12. To generate counts for each gene using htSeq-count v0.6.1p1, in “intersection-strict” overlap mode, genes with zero counts across all samples were removed, and data normalized using edgeR v3.12.0. Further analysis was done using Bioconductor and R (version 3.2.3).

EdgeR was used to compare reads across RNA-seq samples according to the published manual guide for exactTest^47^. Prior to testing, samples with higher reads were thinned to the level of other samples using thinCounts. Dispersion, fitting and differential signal testing were performed using negative binomial generalized linear models as specified in the edgeR guide. In our initial processing of RNA-seq data, all genes were used. For further analysis (4C and beyond), genes were sorted by logFC and the top 1,000 genes with a logFC > 2 for increasing expression were chosen, and vice versa for decreasing expression. This was done to select for only highly differentially expressed genes. The top genes were clustered using hclust to perform ward D2 agglomeration with Euclidian distances. Genes were filtered against annotated ATAC peaks by dplyr.

To compare bulk RNA-seq to previously published single cell RNA-seq in the retina, data from Clark et al. 2019 was subset to identify clusters of progenitors and MG^36^. Clusters were identified as MG or progenitors based on expression of markers *Slc1a3* and *Rlbp1*. Top gene expression in these clusters was identified using Seurat’s findmarkers function. Only genes with an adjusted p value of < 0.05 were considered for comparison.

### Cell culture and expression^27^

MG from postnatal day (P)12 mice were cultured [Neurobasal + N2, epidermal growth factor (EGF), 10% fetal bovine serum (FBS)] as previously described with 1 μM 5-ethynyl-2′-deoxyuridine (EdU). Lentiviral particles were added in Optimem (Gibco) or neural medium (Neurobasal + N2, B27, 1% tetracycline (tet)-free FBS), and 3–6 h later medium was replaced. hBDNF (R&D Systems, 10 ng/ml), bFGF (R&D Systems, 100 ng/ml) and rGDNF (R&D Systems, 10 ng/ml) were added for longer cultures. 4-Hydroxytamoxifen (4-OHT; Sigma) was included where indicated at 10 μM.

### Chi squared statistical testing

Accessibility genomic regions annotations were compared by chi-squared analysis with a posthoc test. Pearson’s Chi-Squared was performed with chisq.test() in R. Posthoc testing was performed using the chisq.posthoc.test package in R.

### Homer annotatePeaks.pl

For basic annotation of ATAC peaks, the Homer function annotatePeaks.pl was used^46^. While in most cases, peak annotation to genes was accomplished with the online tool GREAT^49^, annotating each region for closest gene, the basic usage was used:

annotatePeaks.pl [peak file] mm9 > output.txt.

For stats on genome location:

annotatePeaks.pl [peak file] mm9 -annStats > output_stats.txt.

For annotation of specific motifs, a position weight matrix was either taken from the homer database, from the findmotifs function, or was generated using seq2profile.pl in Homer, and was used in annotatePeaks as such:

annotatePeaks.pl [peak file] mm9 -m pwm.motif > output_motif.txt.

However, for the generation of lineplots, a table of 10 bp bins for motif enrichment were generated for graphing with ggplot2:

annotatePeaks.pl [peak file] mm9 -m pwm.motif -size 2000 -hist 10 > output_plot.txt.

For motif co-occurrence:

annotatepeaks.pl < peak file > mm9 -size 2000 -hist 20 -m < motifs of interest > -cpu 10 -matrix fileout > fileout.motif.freq.

### Homer motif discovery

To discover enrichment of predicted DNA binding motifs for further analysis, we employed the Homer function findMotifsGenome.pl using suggested basic usage settings. From there, we identified top motifs from the homerResults output.

### Gene ontology

For annotation of gene ontology (GO) categories, we used the Bioconductor package GOstats^50^. Gene lists from ATAC and RNAseq were input to a hyperGTest with a p value cutoff of 0.001 for Biological Process ontology categories. The top 20 GO terms were plotted in ggplot2. To acquire genes of interest from specific GO categories, we found annotations of the category ID on the Jax Mouse Genome Informatics database and subset our original genelist based on the genes in each GO category.

### Heat maps and plots (deeptools)

To generate heat maps and lineplots of ATAC and ChIP read enrichment, we used deeptools^51^ computeMatrix reference-point to calculate enrichment scores by region along a bed file: computeMatrix reference-point -S < bigwig files > -R < bed files > –referencePoint center -a 1,000 -b 1,000 –skipZeros – MAT_file.tab.gz.

This is then plotted with the command:

plotheatmap -m MAT_file.tab.gz -out HM_file.png –colorMap Blues –missingdatacolor 1.0.

Or, to plot the lineplots only:

plotProfile -m MAT_file.tab.gz -out Plot_file.png –yMax 3.0.

## Supplementary information

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

## Data Availability

All ATAC and RNA-seq datasets have been deposited in Gene Expression Omnibus with accession GSE137318.

# Supplementary material for: Developmental changes in the accessible chromatin, transcriptome and Ascl1-binding correlate with the loss in Müller Glial regenerative potential
**Source:** Sci Rep. 2020 Aug 12;10:13615. doi: 10.1038/s41598-020-70334-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Material for:

Developmental changes in the accessible chromatin, transcriptome and Ascl1-binding correlate with the loss in Müller Glial regenerative potential.

Leah S. VandenBosch^{1,2}, Stefanie G. Wohl^{1,4}, Matthew S. Wilken^{1,2}, Marcus Hooper¹, Connor Finkbeiner¹, Kristen Cox¹, Laura Chipman¹, Thomas A. Reh^{1,3*}

Supplementary Figures

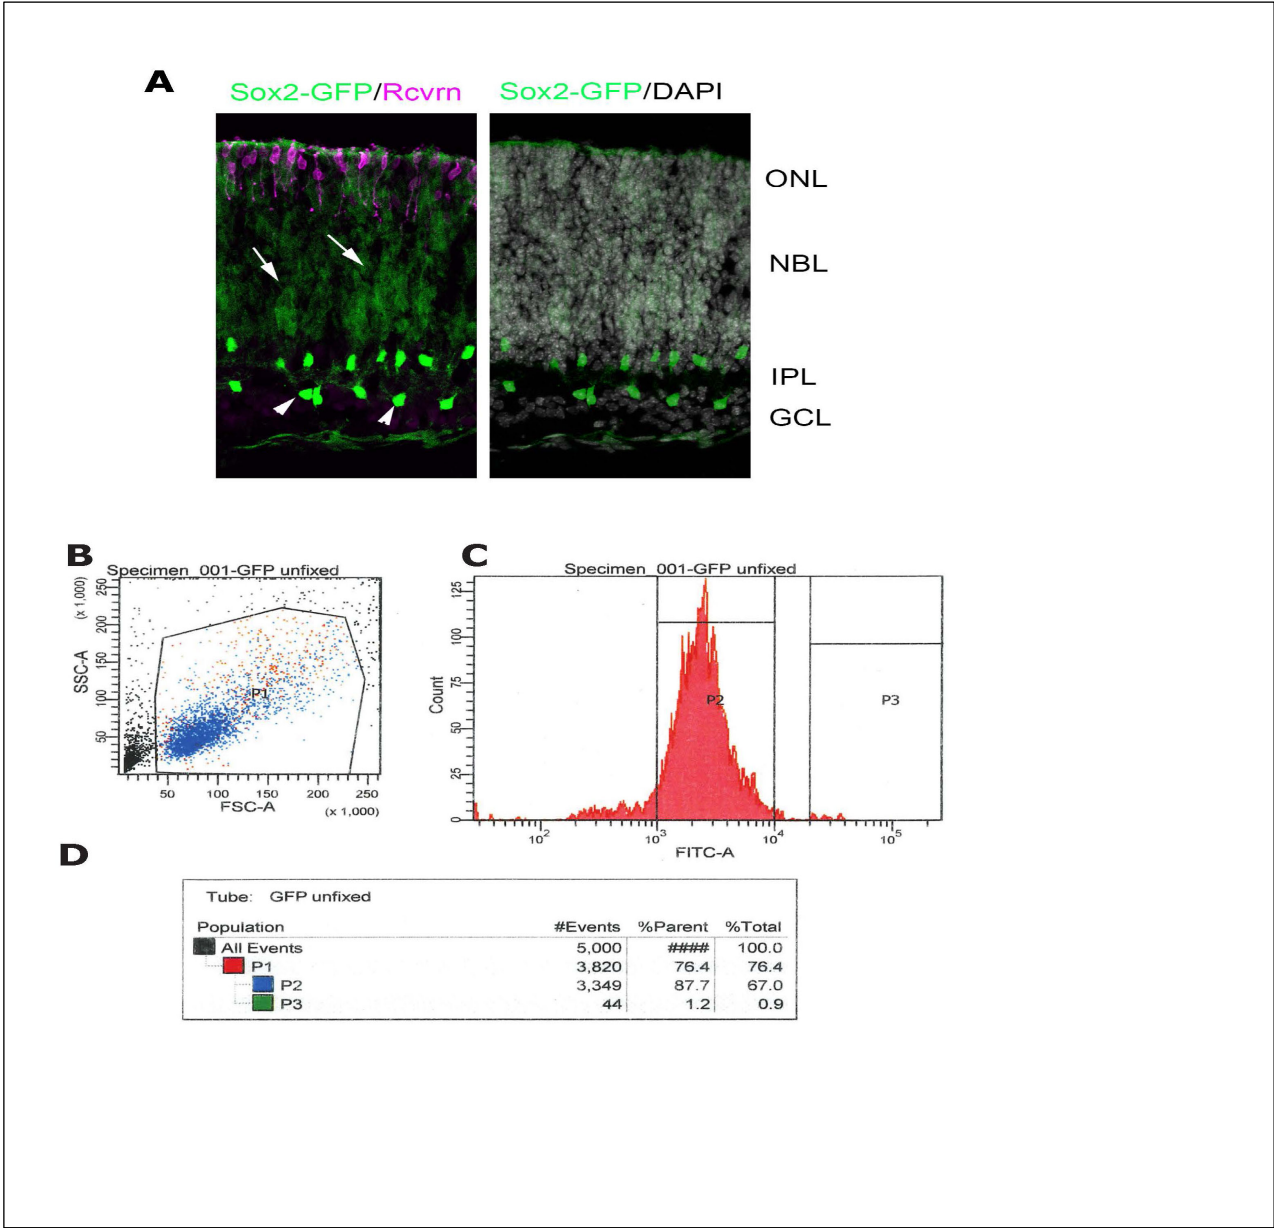

S1. Sox2 GFP allows purification of P2 progenitors from retina.

A. Imaging of Sox2GFP with Recoverin (left) and DAPI (right). Arrows identify low level GFP+ progenitor cells, arrowheads identify high level GFP+ starburst amacrine cells. B. FACS gating for P1 gate isolating whole cells. C. FACS gating for isolating individual cell populations. P2 gate selects mid-range GFP for progenitor cells, P3 gate selects high GFP amacrine cells. D. Breakdown of ratios of cell numbers for gating shown in B and C.

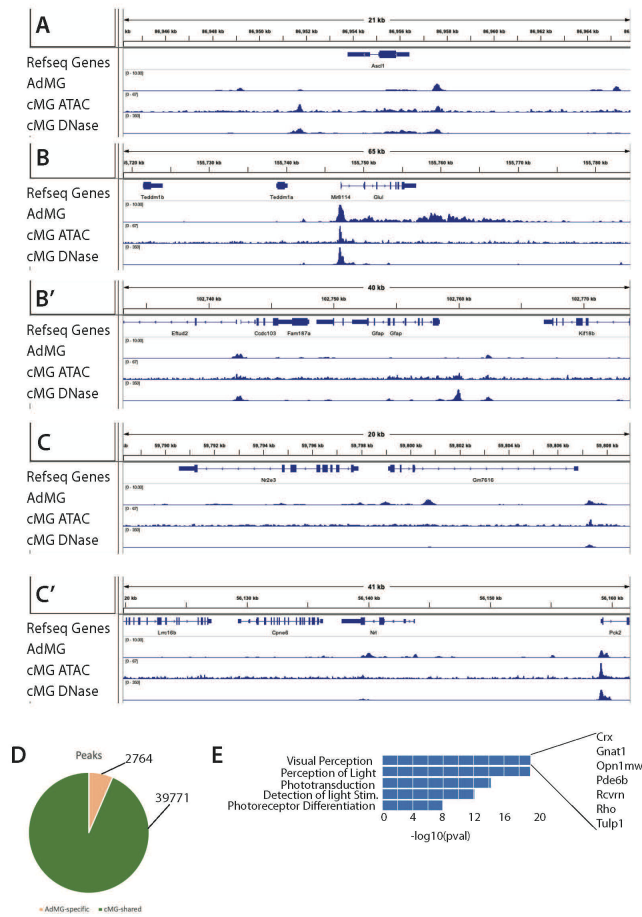

S2. AdMG compared with MG cells maintained in primary dissociated cell culture.

A-C'. Adult MG ATAC and cultured MG ATAC and DNase tracks for *Ascl1* (A), glial genes *Glul* (B) and *GFP* (B'), and rod genes *Nr2e3* (C) and *Nrl* (C'). D. Pie chart of overlaps of Adult MG ATAC Homer peaks with cultured MG DNase Hotspots. E. Gene ontology by GProfiler of neighboring genes of peaks specific to Adult MG dataset and removed in overlap with cultured MG DNase data. Related genes in GO category of interest labeled to the right.

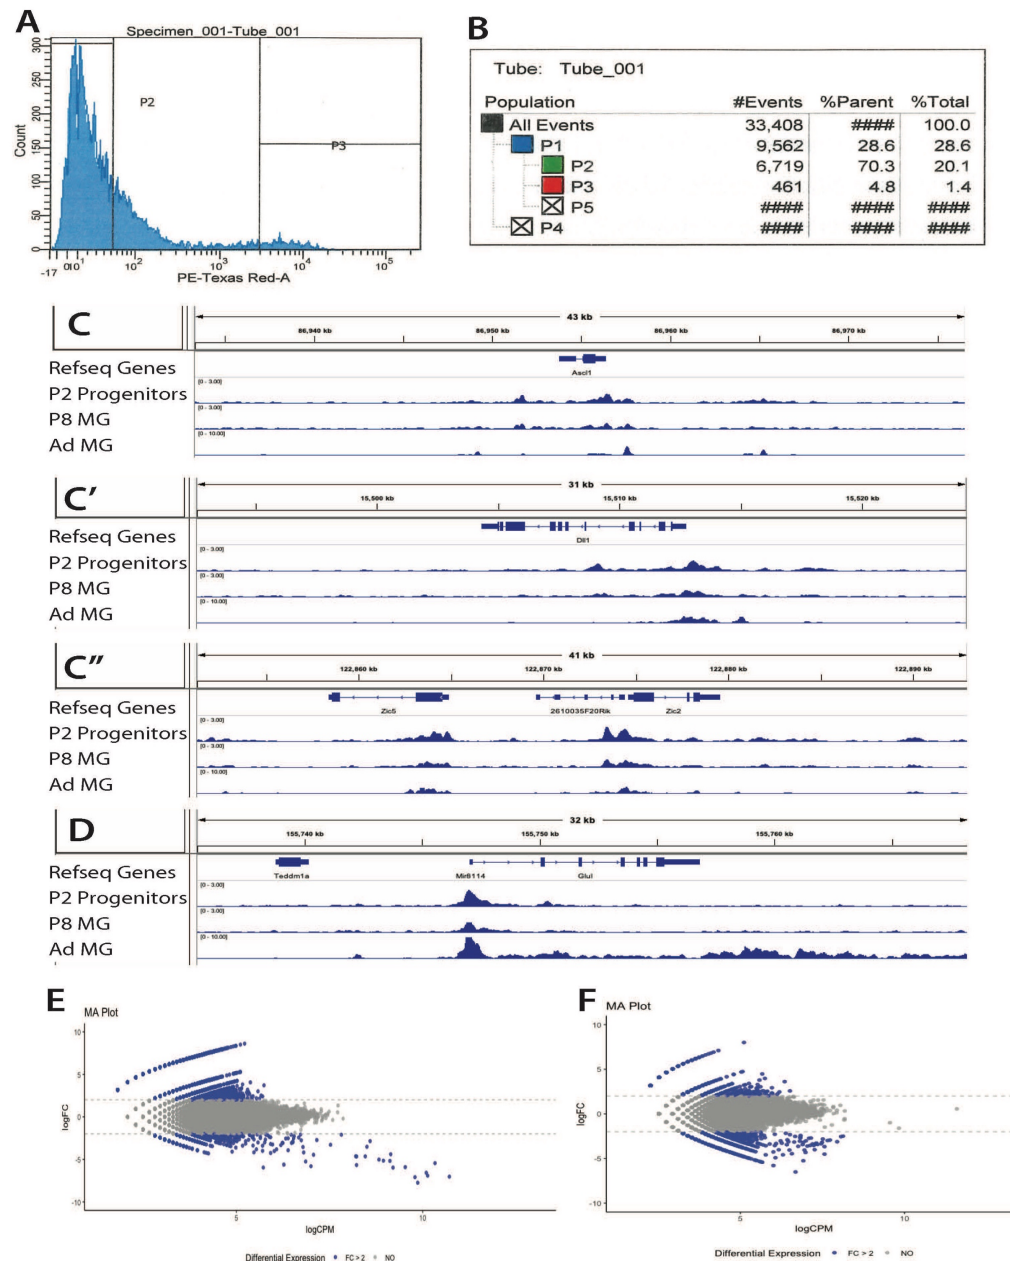

S3. P8 ATACseq results

A. FACS gating information for isolating separate populations. P2 gate on far right isolates TdTomato (-) cells, and P3 gate selects TdTomato (+) MG. B. Breakdown of ratios of cell numbers for gating shown in A. C-D. Tracks for P2 progenitor, P8 and Adult MG ATAC comparing reads for progenitor genes *Ascl1* (C) *Dll1* (C') and *Zic2/5* (C'') and glial gene *Glul* (D). E-F. Differential Accessibility plots for P2 v. P8 (E) and P8 v. Adult MG (F).

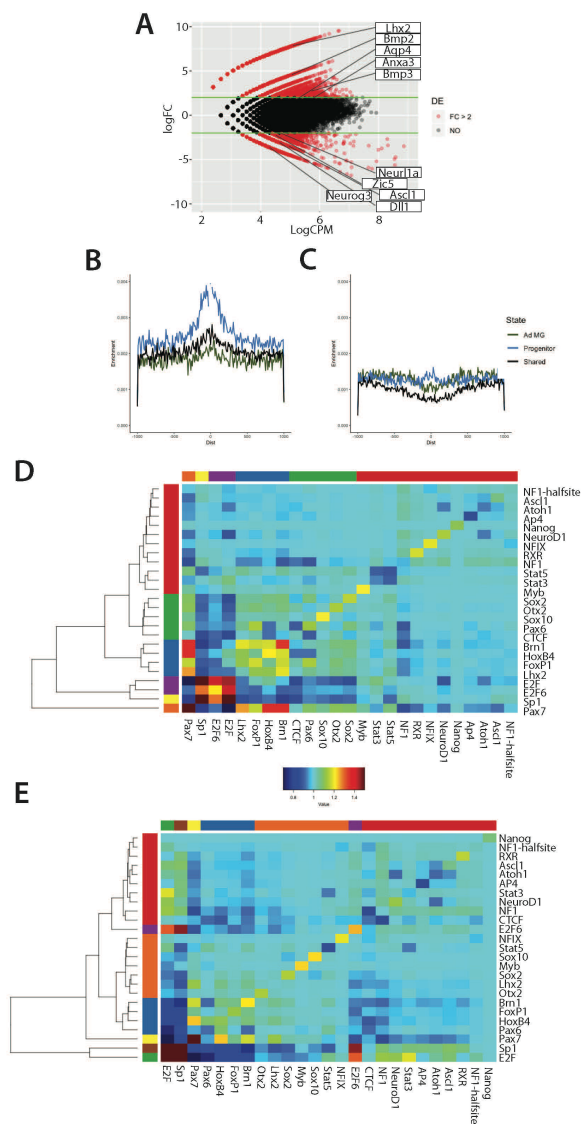

S4. Motif Enrichment examples.

A. Differential Accessibility plot of Progenitor ATAC-seq reads over adult MG ATAC-seq reads by EdgeR. Accessible domains in red differ between datasets by logFC>2 or <-2, where logFC>2 represents adult MG-enriched accessibility, and logFC < -2 represents Progenitor-enriched accessibility. Some peaks of interest labeled with neighboring genes annotated by GREAT. B-C. Lineplots of predicted central enrichment for (B)Ascl1- or (C) Neurog2-specific Ebox motifs in progenitor-specific, shared, or adult MG-specific accessible domains by Bedops. D. Co-occurrence analysis by HOMER for top predicted motifs. Analysis shows likelihood of motifs occurring in the same accessible domain in progenitor-specific accessibility regions, hierarchical clustering of motifs by co-occurrence ratios. E. Co-enrichment matrix for adult MG-specific accessible domains.

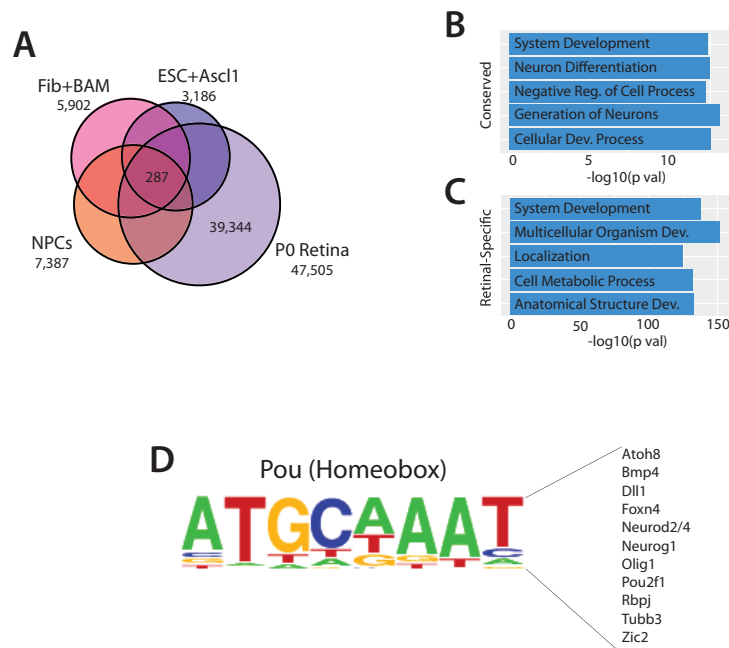

S5. Ascl1 ChIP in retinal progenitors compared with that from other cell types.

A. Venn diagram of overlaps between Ascl1 ChIP in whole P0 retina (RPCs) and published Ascl1 ChIP loci: Neural Progenitor cells (NPCs), Fibroblasts + BAM (Brn2, Ascl1, Myt1l) (Wapinski et al 2013), and Embryonic Stem cells (ESCs) + Ascl1 (Casey et al. 2018). Peak numbers indicated for each dataset, as well as intersection and retinal-specific peaks. B. Gene ontology by GProfiler for intersection of all datasets (conserved) and C. retinal-specific peaks. D. Venn diagram of overlaps by BEDOPS between P2 Progenitor ATAC and P0 Retina Ascl1 ChIP peaks. E. Pou motif found in common with overexpressed Ascl1 binding. Neighboring genes to Pou motifs listed to the right.

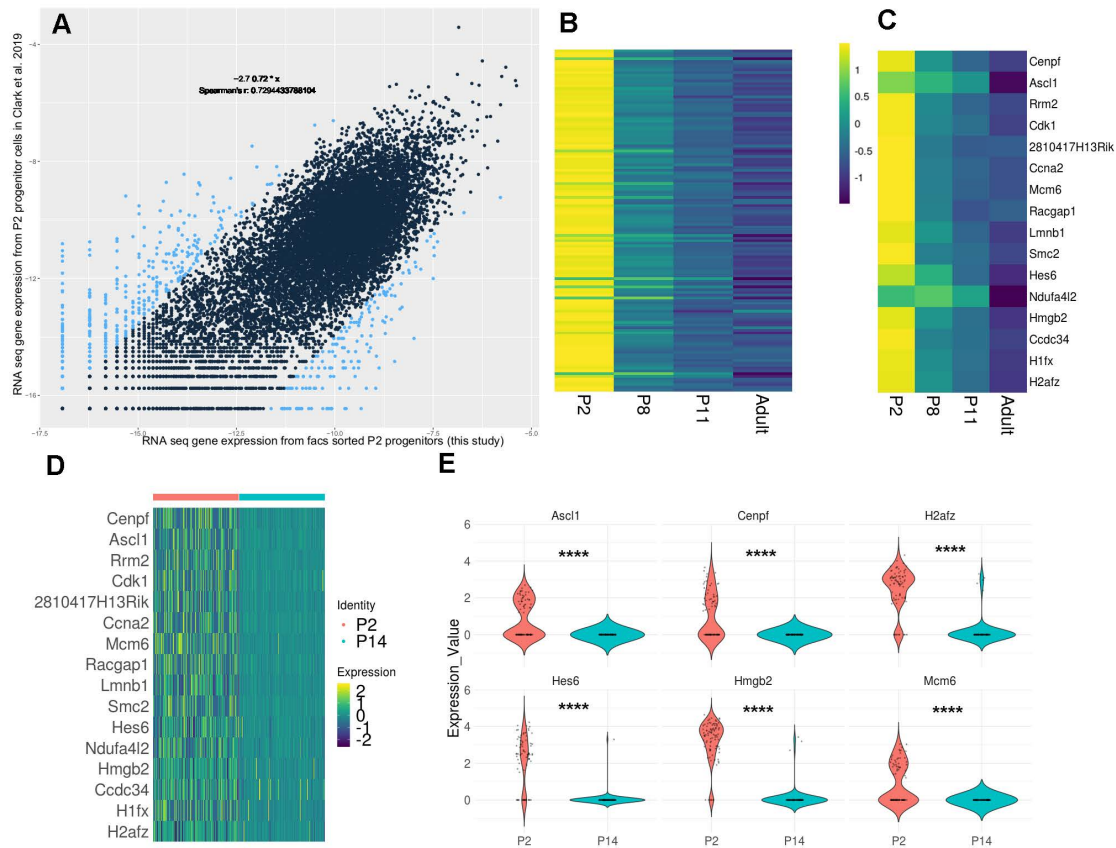

S6. RNA sequencing data from FACS purified progenitors is similar to single cell RNAseq data.

Data from Clark et. al 2019 were subset to include only P2 progenitors and P14 glia (defined by the subset of cells characterized by high expression of glial and progenitor markers Slc1a3 and Rlbp1). A: All markers of P2 sorted progenitors that were shared with single cell data from Clark et. al 2019. (B+C) Shown are a subset of markers that defined P2 progenitors in single cell RNA sequencing data from Clark et. al 2019. (B) data from this study (C) data from Clark et al. 2019. Many markers of P2 glia were cell cycle or cell differentiation genes. (D) Violin plots showing differential expression of marker genes between P2 progenitors and P14 glia. Statistics: Wilcoxon rank sum test comparing P2 vs P14, ****, $p < 0.0001$.

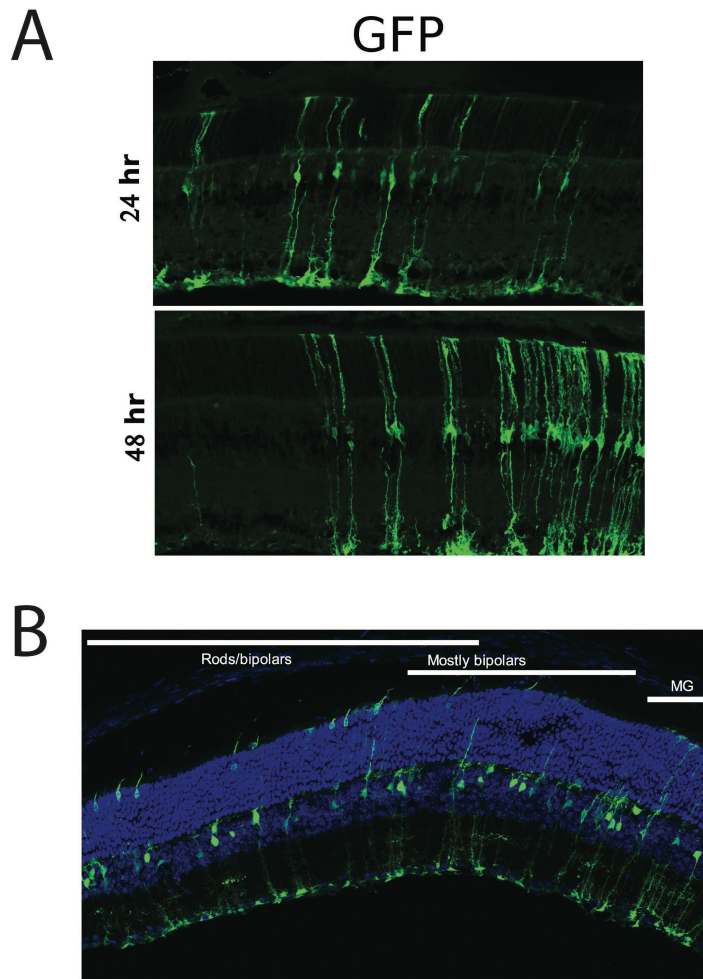

S7. Ascl1 overexpression in Immature Retinas

A. Transgenic GFP induction in Glaxt-CreER;LNL-tTA;Ascl1-ires-GFP mice 24 hours after Tamoxifen injection and 48 hours after induction. B. Fluorescent imaging of the peripheral retina with GFP cell tracing in Glaxt-CreER;flox-stop-ccGFP mouse line. Injections for cell tracing were done at P4, with retinas collected at P21 for histological analysis Cell identities labeled from far periphery left to central retina right. Scale bar 50um.

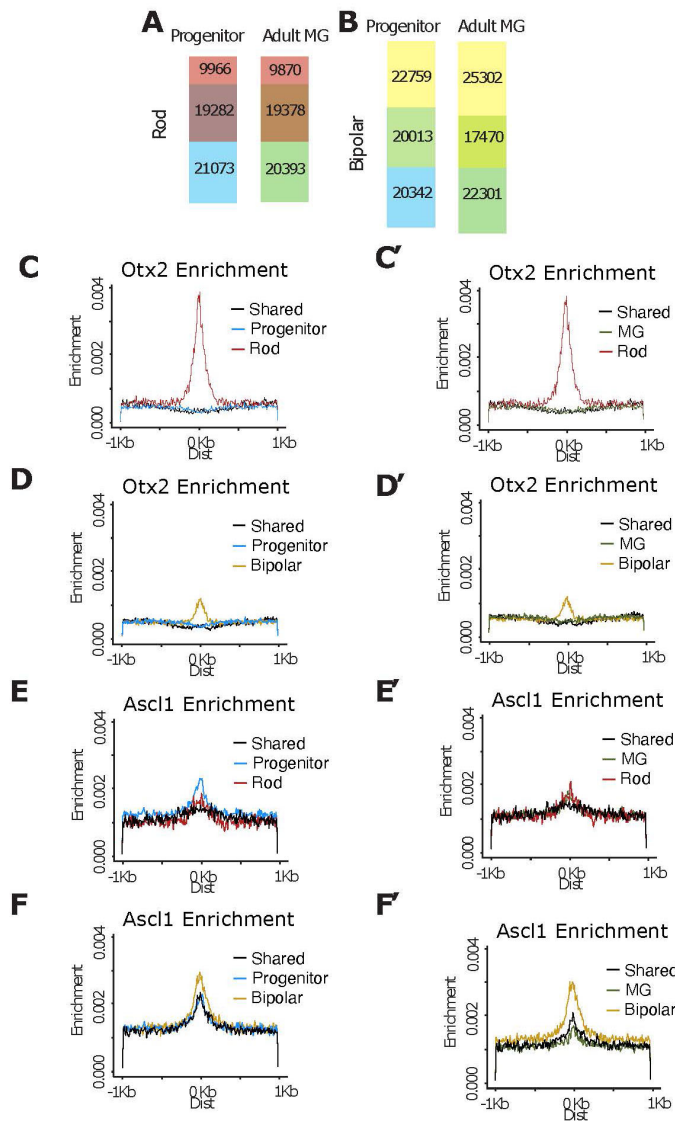

S8. Progenitor and MG Neuronal overlaps

A. Representation of peak number overlaps between Progenitors/Adult MG and Rod photoreceptors with progenitor peaks in blue, MG in green, and rod peaks in red. B. Representation of peak number overlaps between Progenitors/Adult MG and Bipolar cells with bipolar peaks in yellow, and progenitors/MG in same coloring as in A. C-F' Lineplots of central enrichment of Otx2 (C-D') and Ascl1 (E-F') in the overlaps represented in A and B. Progenitor overlaps are represented in C, D, E, and F, and MG overlaps are represented in C', D', E', and F'. Rod overlaps are represented in C-C' and E-E', and Bipolar overlaps are represented in D-D' and F-F'

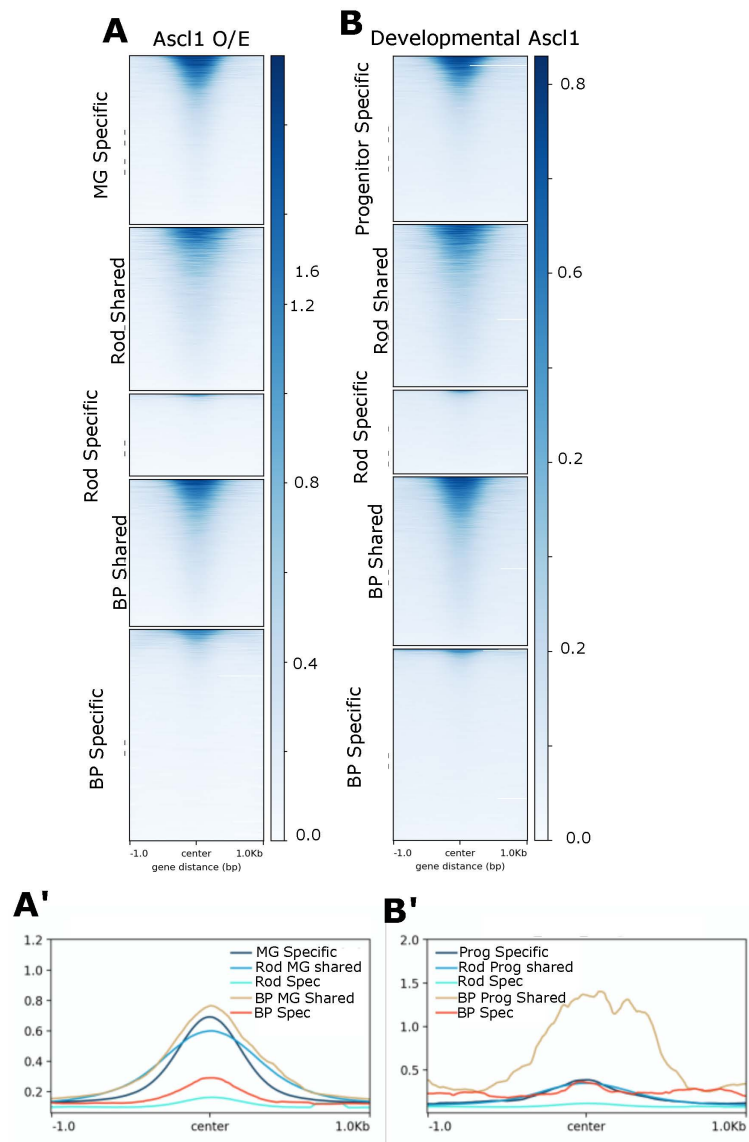

S9. Ascl1 binding in Accessible Neuronal Regions

A. Heat map and lineplot of Ascl1 binding in overexpression paradigm across regions of accessibility unique to MG, shared between MG and Rods or Bipolar cells, or unique to Rods or Bipolar cells. A'. Lineplot of Ascl1 binding across regions in A. B Heat map and lineplot of Ascl1 binding in P0 retinas across regions of accessibility unique to progenitors, shared between progenitors and Rods or Bipolar cells, or unique to Rods or Bipolar cells. B'. Lineplot of Ascl1 binding across regions in B.

Supplementary Tables

Table S1 ATAC Gene Ontology

Table S2 Motifs Table

Table S3 Neurogenic related genes

Table S4 RNA-seq genelists by cluster

Table S5 RNA-seq GO terms by cluster

Table S6 RNA-seq and ATAC-seq overlaps genes

Table S7 RNA- and ATAC-seq overlaps Gene Ontology

Table S8 Neuron Overlaps GO tables

How the deposited data were processed for this re-analysis (not part of the article)

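Chromatin accessibility was measured by ATAC-seq in sorted Sox2-GFP progenitors at P2 (2 replicates) and in tdTomato-positive MG at P8 (1 library). RNA-seq was done on sorted progenitors at P2 and on MG at P8, P11 and in the adult (1 library per age, each from pooled mice). All columns of the deposited files could be tied to an age. The paper's text gives P11 where a figure and the deposited table give P12. The adult MG ATAC-seq, the DNase-seq, the ChIP-seq and the single cell data that the paper compares with were not analysed here.

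For the ATAC-seq, the deposited notes name Trim Galore, Bowtie2, Picard and SAMtools without versions. The authors called regions per library with HOMER findPeaks in its dnase style, with a peak size of 150 bp and a minimum distance of 415 bp. The deposited P2 lists hold positions alone, since their score column is 1 in every line, and the deposited P8 list holds positions and the HOMER score of each region. The high-confidence P2 list was made by the authors by overlap of the replicates. The notes name both mm10 and mm9, and chromosome ends and the places of Ascl1 and Dll1 fit mm9, which was used with GENCODE vM1.

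For the RNA-seq, the authors aligned reads with TopHat2 2.0.12 to mm10, counted them per gene symbol with HTSeq 0.6.1p1, dropped genes without counts and thinned the counts with edgeR 3.12.0 in R 3.2.3. The deposited table holds whole-number counts that are not normalized. Because thinning sets like totals, the totals do not show the original depth. In the table as deposited, 1 count was worth 0.0383 to 0.0500 CPM, and the 10 highest genes took 3.06% of the counts at P2 and 9.05% in the adult.

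Normalization factors came from edgeR 4.0.16 in R 4.3.3, and all other values from Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Changes are on the log2 scale of CPM with the prior count. With 1 library per age there is no spread between animals, so no p-values are given and every interval of a level or a fold covers counting error only. The change of a gene list was set beside 10000 random lists matched on mean expression in 20 bins. Shares of regions have exact binomial intervals. The share of regions still called at P8 was set beside 10000 random sets of P2 regions of like width. Motif shares were set beside 1000 sets of P2 regions matched on GC content and width in 10 bins each, leaving out 61 regions without sequence.

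The genes named in the text follow 4 rules, fixed before the data were examined together with 32 gene lists, the alternatives and the thresholds. They are the 57 genes the paper names, the 10 genes with the largest lower and the 10 with the largest higher difference from P2 to adult among those with a mean CPM of at least 50 and the same direction in each interval, and of each list the 2 members of highest mean CPM and the 2 of largest difference with a mean CPM of at least 5. The last rule takes regions near the genes of the first. Other members are named as examples of their list and were chosen after their values were seen. The paper's tables and figures had been seen when the rules were written. Of the paper's genes, Neurog3 is not in the count table. The lists cover DNA replication, mitosis, E2F and pocket proteins, cell cycle inhibitors, neurogenic, Notch, progenitor, LHX and SOX, NFI and nuclear receptor factors, MG function, immediate early, reactive gliosis, interferon, BMP and TGF-beta, chromatin, glycolysis, cholesterol and synapse genes, and 13 sets of markers of other cell types.

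Alternatives were total counts or DESeq2-type size factors in place of TMM, prior counts of 0.125 and 5, no filter or a mean CPM of at least 5, a limit of 2-fold, Table S4 genes, linear changes, an overlap of 50% of both regions, the upper 50% of the P8 regions by score, each P2 replicate alone, a promoter of 5 kb, a window of 200 bp and shuffled sequences. On simulated counts with no change, 0 of 12434 genes passed 4-fold from P2 to adult, and all 50 genes planted at 8-fold did. All 150 planted NFI sites were found in 500 simulated sequences. Only counting noise was simulated.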

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

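The tests of explanations in this part were all chosen after the results were seen.

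Bipolar cell markers stood at a median of 22.3 CPM at P8, above the limit of 0.120 CPM that 0 counts allow, and the paper does not discuss them. A large share of dividing progenitors left at P8 is argued against by the mitosis list. It lay at a log2 change of -5.11 (95% interval -5.56 to -4.87) from P2 to P8, or 2.90% of its P2 level. That value does not bear on the bipolar markers, which were themselves lower in P2 progenitors. It also does not cover progenitors that had left the cell cycle. With total counts the markers' median change was 4.49 (1.42 to 6.61). TMM factors of 1.13 at P2 and 1.06 at P8 differ too little for the choice between these scalings to make such a change. The comparison could not have come out otherwise and does not test scaling further. RNA of bipolar cells and photoreceptor precursors among the sorted P8 cells stays open, since the sort for tdTomato would remove cells without the reporter but the paper reports that some rod RNA is carried along with adult MG. From P8 to P11, the 9 neurogenic factors that were at or above their P2 level had a median change of -2.26 and the bipolar markers -1.42 (-2.50 to 0.32), and the other 14 factors, at -1.82, lay in the same interval, so such RNA and expression in the young MG themselves cannot be told apart.

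Immediate early and stress genes stood at a median of 248 CPM at P8, 461 at P11 and 367 in the adult, against 15.2 at P2. With total counts the change from P2 to P8 was 3.22 (2.03 to 4.19), and the choice between the scalings could not have altered it much. RNA of microglia as a common source at P11 and in the adult is argued against by the change between these ages. These genes had a median change of 0.09 (-0.38 to 0.80) from P11 to adult and the microglia markers -2.46, a difference of 2.56. A share of microglia RNA at P8, or at P11 alone, was not tested. Handling of the retinas before RNA was taken stays open, since it goes with age, mouse line and the number of mice. The largest median change of the list between the 3 tdTomato-sorted libraries was 1.28, and a role of the genes in MG, which age would give, was not tested.

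Microglia markers stood at a median of 139 CPM at P11, after 88.2 at P8 and 0.0766 at P2. Among them at P11 were Hexb at 435 CPM (427 to 444) and Ctss at 324 CPM (316 to 331). With total counts the change from P2 to P8 was 8.48 (5.64 to 10.03), and here too the choice between the scalings could not have altered it much. Microglia in the sorted cells stay open. From P11 to adult the 12 markers had an SD of 0.61 around their median of -2.46, at percentile 15.9 of random lists (median 0.90), which does not decide whether 1 source carries them, and the sort for tdTomato would remove cells without the reporter.

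Interferon response genes stood at a median of 32.6 CPM in the adult, above the limit of 0.150 CPM that 0 counts allow.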

How the results depend on the processing

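Settings chosen after the data were seen were the factors without the P8 library, equal numbers by width, width-matched sets, distances checked against the annotation, lower genes without neuron markers, and the paper's further motifs and regions. No paired analysis was possible because the ages are single libraries of different mice. Planned settings that need a P2 peak height (its upper 50%, its highest peaks, sets matched on it) were not run, since the P2 lists hold none. Of 1742 values under alternatives, 1492 kept their direction and stayed within the interval or 1.5-fold of the main value, 232 moved and 18 reversed, all 18 among motif shares. In each case below, except where the setting itself sets a looser or stricter limit, the cause was not tested.

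With a limit of 2-fold, 1677 genes were lower and 2602 higher at P8, 2328 and 3097 at P11, and 2736 and 3441 in the adult. Counts past 4-fold stayed within 1.5 times under every other setting, at 0.705 to 1.31 of the main count. Without the P8 library in the factors they were 0.995 to 1.02 of it. With total counts alone the median share of the change reached was 55.2% for lower genes at P8, 71.0% for higher genes at P8 and 90.3% at P11. With Table S4 genes it was 82.7% for lower genes at P11, and 60.5% and 83.5% for higher genes at P8 and P11. With a prior count of 5 it was 82.2% for lower genes at P11, and without a filter 84.4% for higher genes at P11.

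With total counts alone every cluster median was lower, by -0.39 to -0.06 on the log2 scale, and none changed sign. The red cluster was then at -1.24 from P2 to P8, -0.79 from P8 to P11, -0.73 from P11 to adult and -2.56 from P2 to adult. Over the last 3 of these, the tan cluster was at -0.51, -0.21 and -3.79, the green at 0.31, -0.32 and 2.63, the light blue at 0.72, 0.35 and 3.72, and the purple at 1.08, 0.88 and 3.89. The lime green was at 1.00 from P8 to P11 and 1.41 from P11 to adult, and the blue at -0.28 from P2 to P8 and -3.08 from P2 to adult. On the linear scale 1 of 5 clusters of MG genes had its largest step first. The reactive gliosis list was at 4.85 from P2 to P8 with the lowest prior count, and glycolysis at -0.30 from P8 to P11 with total counts. The other 378 of 380 values for these lists stayed, as did 229 of 240 for marker lists. Of 147 named genes, 83 moved beyond their counting interval with total counts, all of them lower, by -0.39 to -0.17 on the log2 scale, 19 with a prior count of 5 and 0 with size factors.

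Requiring 50% of both regions to overlap gave 28.9% of replicate 1 and 42.8% of replicate 2 regions shared, 33.5% of P8 regions in the P2 list, 13.5% of P2 regions still called at P8 and 1.06% of the neurogenesis regions. The upper 50% by score holds 9237 P8 regions and gave 95.1%, 21.0% and 1.20% for the last 3. As many P2 regions as P8 regions, the widest, gave 68.7%, 62.7% and 6.92%. With 1 P2 replicate left out, the ranges were 94.3% to 94.4%, 14.2% to 21.1%, and 2.93% to 3.90%. The 236 regions chosen by read density that are in the P2 list gave 25%. With promoters of 5 kb around the TSS of a tied gene, 15.0% of LOE/LOA and 44.1% of LOE/SA regions lay in them.

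Against shuffled sequences, the ratio for P2 regions still called at P8 reversed to 1.30 for the E-box, 1.02 for NFI, 1.25 for CAGSTG, 1.02 for CAKATG, 1.16 for CAGVTG and 0.909 for OTX2. For P2 regions not called at P8 it reversed to 1.02 for E2F and 19.4 for CTCF. For P8 regions outside the P2 list it reversed to 2.36 for the E-box, 1.65 for CAGSTG, 1.77 for CAGVTG and 12.8 for CTCF, and NFI was at 3.68. CTCF reversed to 11.6 in the neurogenesis regions and 9.15 in the LOE/LOA regions, where CAGVTG was at 1.72 and 1.79. E2F was at 2.11 in LOE/SA regions. In 200-bp windows, SOX reversed to 0.985 in P2 regions still called at P8 and 0.991 in the others, OTX2 to 0.874 and 1.12, and CAGVTG was at 1.16 in LOE/LOA regions.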

Differences from the paper's values

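A limit of 1.5 times was applied to the paper's numbers of P2 high-confidence regions, of P8 regions and of MG clusters rising most between P2 and P8. Its other numbers were not compared in this way. With the settings chosen at the outset, none of the numbers compared differed by more than 1.5 times. Under an alternative 2 did, the clusters of MG genes on the linear scale and the number of P8 regions in the upper 50% by score, at 9237. The following results differ from statements of the paper or stand beside them, and no test was added for them after they were seen.

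The paper states that most of its 5 clusters of MG genes had their greatest increase between P2 and P8, with a number 1 higher than found here. On the log2 scale 3 of 5 did, with TMM, total counts and size factors alike, and 1 of 5 on the linear scale. The green, light blue and purple clusters did, and the lime green and pink clusters did not.

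The paper states that E-boxes preferred by NEUROG2 are depleted in the centre of accessible regions. In P2 regions still called at P8 the ratio of central to flanking density was 0.695, in the direction of the statement, while in P2 regions not called at P8 it was 1.11 and in the progenitor-specific regions near neurogenesis genes 1.19. Regions still called had a median width of 888 bp and those not called 320 bp, so the same flanks lay differently in them. The CAGSTG ratio was higher than the CAKATG ratio in each of these sets, as the paper states. The paper's sets were all progenitor-specific, shared and MG-specific regions, which are not among the deposited lists, so the sets here are not the same.

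The paper names CTCF first among the motifs of progenitor-specific regions. Relative to other P2 regions the CTCF share of the neurogenesis regions was 0.522 times the background, and with shuffled sequences as background it was 11.6 times. The shuffled background was a planned setting, but this motif and these regions were added after the data were seen. The paper used random regions as background.

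The paper says it appears that many elements near neurogenesis genes that are accessible in progenitors remain so at P8. Of its progenitor-specific regions near such genes, 124 of 4239 were called at P8, and 59 of the 236 in the P2 list among 256 that it chose by read density. Both sets were chosen for absence or reduction in adult MG and leave out regions shared with MG, so these shares do not test the paper's wording. Of its P8 regions near such genes that are reduced in adult MG, 83.8% overlapped the P2 high-confidence list, against 92.8% of all P8 regions. Their median widths were 151 and 277 bp, and this comparison was not matched on width.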

Other observations

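In this part, the check on genes with 1 region and the reading of the last result were chosen after the results were seen.

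Gene groups outside the paper's claims were looked at as well. Of 19 interferon response genes, 17 were at least 2-fold higher in adult MG than in P2 progenitors, with a median log2 change of 4.43 (95% interval 1.80 to 6.20, 4.46 with 0 counts set to 3), and 11 were higher in the adult than at P11. Over the interval from P2 to adult the 12 microglia markers had a median of 6.98, so these values do not tie the interferon genes to MG. Oasl2, an antiviral gene, went from 0.191 CPM (0.0622 to 0.447) to 10.8 CPM (9.53 to 12.1) at P8 and 131 CPM (126 to 136) in the adult. Cholesterol synthesis was lower at P8, with a median of -0.94 (95% interval -1.80 to -0.08) from P2 and 8 of 19 genes lower, and closer to P2 in the adult at -0.27 (95% interval -0.94 to 0.45). Dhcr24, which acts at the end of the pathway, went from 169 CPM (164 to 174) to 24.8 CPM (22.9 to 26.8) at P8 and 231 CPM (224 to 238) in the adult, while Hmgcs1, an enzyme near its start, was 127-fold higher (95% interval 86.9 to 193) in the adult. Glycolysis genes were higher at P8 in 8 of 16 cases, with a median of 0.93 (95% interval 0.45 to 2.30), such as Gapdh at 846 CPM (834 to 857), while Eno1 was 2.88-fold lower (95% interval 2.81 to 2.96). Of 12 measured reactive gliosis genes 11 were higher at P8, with a median of 3.30 (95% interval 2.51 to 4.75, 3.61 with 0 counts set to 3), and Tgfb2 was at 978 CPM (966 to 991). Over the same interval all 12 microglia and all 6 astrocyte markers were higher, with medians of 8.46 and 5.01, so the gliosis genes are not tied to MG by these values. In the BMP and TGF-beta pathway 10 of 21 genes were higher in the adult and 2 lower, with a median of 0.76 (95% interval -0.17 to 2.71), inside the middle 95% of random lists at percentile 94.8, and Bmp3 was at 199 CPM (193 to 206). Of 28 chromatin and DNA methylation factors 12 were lower and 3 higher in the adult, with a median of -0.55 (95% interval -1.76 to -0.04). Ezh2, which methylates histone H3, was 10.6-fold lower (95% interval 9.73 to 11.5) in the adult and Dnmt1, the maintenance DNA methyltransferase, 4.43-fold lower (95% interval 4.22 to 4.66). Of 22 Notch pathway genes 6 were lower and 7 higher, with a median of -0.16 (95% interval -1.03 to 1.28), likewise inside that range at percentile 22.5, and the receptor gene Notch1 was at 677 CPM (667 to 687) at P2 and 908 CPM (894 to 921) in the adult.

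Markers of other cells in the eye were looked at too, and the intervals of several include 0. From P2 to adult the median log2 change was 5.28 (95% interval -0.56 to 7.24) for 6 astrocyte markers, such as Igf2, which was 24.0-fold higher (95% interval 21.8 to 26.4), 0.85 (95% interval -2.48 to 3.98, 0.94 with 0 counts set to 3) for 9 vessel markers, with a median of 1.85 CPM in the adult, 1.40 (95% interval 0.00 to 4.71) for 19 rod markers, such as Rho at 342 CPM (334 to 350.3) in the adult, -0.33 (95% interval -2.35 to 2.39, -0.34 with 0 counts set to 3) for 13 cone markers and -1.48 (95% interval -3.45 to 4.61) for 6 ganglion cell markers. It was 0.21 (range 0.03 to 1.60) for 3 starburst amacrine markers, -3.08 (range -5.79 to -0.37) for 2 horizontal cell markers, 4.91 (range 3.72 to 5.88, 4.47 with 0 counts set to 3) for 3 pigment epithelium markers and 5.41 (range 0.29 to 10.83, 4.95 with 0 counts set to 3) for 3 lens markers. None of the red cell markers was measured. The markers Sox2, Isl1, Pax6, Prox1, Tfap2b and Gfap are also expressed by other cells of the retina.

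Genes near regions called at P8 and absent from the P2 list may have higher expression at P8. Over 584 genes nearest to 637 such regions within 100 kb, the median log2 change from P2 to P8 was 0.43 (95% interval 0.31 to 0.54), at percentile 100 of 10000 random lists of like expression, whose median was 0.05 (95% range -0.03 to 0.13). Of these genes 197 were at least 2-fold higher and 51 lower at P8. The 147 genes whose region held an NFI site had a median change of 0.66 and the other 437 had one of 0.38. The difference of 0.29 lay at percentile 99.0 of random splits (-0.24 to 0.23), which passes the limit set beforehand. Among genes with 1 region, a check added afterwards, it was 0.16 (127 against 419 genes), at percentile 89.9, so the NFI site and the number of regions cannot be told apart.

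The other hypothesis was that LOE/LOA genes with a region still called at P8 keep more expression at P8. The 71 genes with such a region and the 498 without differed in their median log2 ratio of P8 to P2 by -0.0140, at percentile 46.2 of random splits (-0.53 to 0.36). The rule set beforehand counts a difference at or below 0 against the hypothesis. Because this one lies so near the middle of the random splits, it was read afterwards as unable to tell.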
